# The developmental origins of sex-biased expression in cardiac development

**DOI:** 10.1186/s13293-019-0259-1

**Published:** 2019-09-05

**Authors:** Daniel F. Deegan, Reza Karbalaei, Jozef Madzo, Rob J. Kulathinal, Nora Engel

**Keywords:** Sex chromosomes, Regulatory networks, Cardiogenesis, Sexual dimorphism, Differentiation

## Abstract

**Background:**

Expression patterns between males and females vary in every adult tissue, even in organs with no conspicuous dimorphisms such as the heart. While studies of male and female differences have traditionally focused on the influence of sex hormones, these do not account for all the differences at the molecular and epigenetic levels. We previously reported that a substantial number of genes were differentially expressed in male and female mouse embryonic stem (ES) cells and revealed dose-dependent enhancer activity in response to *Prdm14*, a key pluripotency factor expressed more highly in female ES cells. In this work, we investigated the role of *Prdm14* in establishing sex-specific gene expression networks. We surveyed the sex-specific landscape in early embryogenesis with special reference to cardiac development. We generated sex-specific co-expression networks from mouse ES cells, examined the presence of sex-specific chromatin domains, and analyzed previously published datasets from different developmental time points to characterize how sex-biased gene expression waxes and wanes to evaluate whether sex-biased networks are detectable throughout heart development.

**Results:**

We performed ChIP-seq on male and female mouse ES cells to determine differences in chromatin status. Our study reveals sex-biased histone modifications, underscoring the potential for the sex chromosome complement to prime the genome differently in early development with consequences for later expression biases. Upon differentiation of ES cells to cardiac precursors, we found sex-biased expression of key transcription and epigenetic factors, some of which persisted from the undifferentiated state. Using network analyses, we also found that *Prdm14* plays a prominent role in regulating a subset of dimorphic expression patterns. To determine whether sex-biased expression is present throughout cardiogenesis, we re-analyzed data from two published studies that sampled the transcriptomes of mouse hearts from 8.5 days post-coitum embryos to neonates and adults. We found sex-biased expression at every stage in heart development, and interestingly, identified a subset of genes that exhibit the same bias across multiple cardiogenic stages.

**Conclusions:**

Overall, our results support the existence of sexually dimorphic gene expression profiles and regulatory networks at every stage of cardiac development, some of which may be established in early embryogenesis and epigenetically perpetuated.

**Electronic supplementary material:**

The online version of this article (10.1186/s13293-019-0259-1) contains supplementary material, which is available to authorized users.

## Background

It has long been acknowledged that clinical presentation of cardiovascular disease differs between men and women. Even in healthy adults, there are baseline sex differences in cardiovascular structure and function [1]. With the advent of sensitive sequencing technologies, a surprising amount of transcriptional and epigenomic variability has recently been shown between men and women in most adult tissues, including the heart [2–5]. Detailed studies in cardiomyocytes in humans, rats, and mice have also revealed sexual dimorphisms in transcriptome and function [6]. Most of these differences have been attributed to hormonal factors, yet results from many studies have shown that pathways other than hormones play an important role [7, 8]. For example, sex chromosomes contribute independently to sex biases in gene expression, although the specific sex chromosome-linked genes and their downstream targets have not been elucidated.

Genetic and epigenetic factors involved in normal cardiac development have been extensively characterized [9–14] and the transcriptional networks vital for cardiogenesis are well established. Generally, there has been no expectation in the developmental field that sex is relevant to early embryonic processes. Yet many congenital heart defects exhibit sex biases in presentation, mortality, and morbidity [15] and are primarily due to disruptions occurring before gonad formation. Furthermore, gestational insults, such as maternal undernutrition, are associated with sex-specific alterations in fetal heart development [16]. These imbalances have not been explained at either the genetic or developmental level and indicate that sex is an important biological variable during early embryogenesis.

In fact, sex-specific expression differences in early embryogenesis are widespread across the animal kingdom. Recent studies in non-mammalian model organisms have reported sex-biased expression at stages in which visible phenotypic differences between the sexes have not yet become apparent [17]. However, the question of whether this is also true of mammals has rarely been addressed.

One exception is the growing body of reports on mouse embryonic stem (ES) cells, which are self-renewing, pluripotent derivatives from pre-implantation embryos. Understanding the gene networks that control ES cells has been a major focus for many years [18–20] and recently, a surprising amount of sexual dimorphism in gene expression has been revealed in ES cells in both mice and humans [21–24]. Some expression differences were expected due to the presence of two active X chromosomes in females versus one in male cells. However, the majority of biases emanate from autosomal genes, including genes encoding dose-dependent transcription factors (TFs) and epigenetic and remodeling enzymes (EREs). This suggests that sex-specific gene networks are established by the sex chromosomes before X chromosome inactivation (XCI) occurs in female cells. Sophisticated network analyses have provided insight into the biology of organ development and can be deployed on the available data to address this possibility.

Evidence supports that sex-biased expression of regulatory factors in early embryogenesis establishes sex-specific epigenomic landscapes. Yet whether these differences are reversed by dosage compensation or are perpetuated during embryogenesis, with consequences for organogenesis and beyond, is unknown. Thus, it is necessary to characterize male and female transcriptomes over ontogeny in mammalian systems and to determine if they are connected to later adult phenotypes.

Here, we propose that the sex-biased expression of certain TFs and EREs in early development marks the genome with lasting effects across the lifespan [25]. We posit that while lineage specification decreases the range of sex-biased gene expression, sex-specific epigenetic marks persist and result in differential expression at later developmental stages [25]. We characterize candidates for these effects by elucidating co-expression and protein-protein interaction networks underlying the sex biases in male and female mouse ES cells. Our results highlight a co-expression module that is highly correlated with sex chromosome composition and identifies *Prdm14*, a sex-biased gene with higher expression in female ES cells, as a key regulator of sex biases in ES cells. Using heart development as a model process, we report sex-biased expression in male and female ES cells differentiated to cardiac precursors, in in vivo embryonic hearts and in adult cardiomyocytes. By focusing on transcriptional and epigenetic factors, we identify a subset of sex differences established in early embryogenesis that persist throughout lineage determination and cardiac organogenesis. Furthermore, we find evidence that *Prdm14* regulates target genes that are sex-biased during cardiac development and, surprisingly, in the adult heart, when *Prdm14* is no longer expressed.

## Methods

### Construction of weighted gene co-expression network and modules

We used a previously published RNA-sequencing (RNA-seq) dataset from six male (40, XY) and six female (40, XX) mouse ES cell lines (GSE90516) for network analysis [24]. We derived these cell lines from independent F1 hybrid blastocysts resulting from reciprocal crosses of mouse substrains C57BL/6 and CAST/EiJ by natural mating. Each cell line was maintained in ES cell culture medium (DMEM, 15% fetal calf serum, 1 mM sodium pyruvate, 2 mM l-glutamine, 1% non-essential aminoacids, 0.1 mM 2-mercaptoethanol and 1000 U/ml leukemia inhibitory factor) in 5% CO_2_ at 37°. The data was generated using HiSeq 2500 single end reads of 50 base pairs. We reported hundreds of coding and non-coding RNAs that were differentially expressed between male and female ES cell lines, after filtering for strain-specific effects [24].

To prevent bias, all aligned transcripts were used to establish a weighted gene co-expression network analysis (WGCNA), a widely used systems biology method that employs gene expression data to construct a scale-free network [26]. The WGCNA package in R, version 1.6, is available at https://cran.r-project.org/web/packages/WGCNA/index.html. For the analysis herein, Pearson’s correlation matrices were calculated for all pairs of genes evaluating the correlation coefficient between gene m and gene n such that Smn = |cor(m,n)|. Next, the Pearson’s correlation matrices were transformed into matrices defining connection strengths using the power function a_mn_ = power(S_mn_,β) = |Smn|^β^. In doing so, strong correlations are emphasized and the influence of weak correlation is reduced on an exponential scale. To obtain a scale-free network, we performed network topology analysis for thresholding powers from 1 to 20. The lowest power value for scale-free topology was 10, so β was set at 10.

The connectivity of pairs of genes was evaluated by calculating topology overlap (TO). TO is a robust indicator of the relationships among neighborhoods of genes. The TO was then used to perform hierarchical average linkage clustering to identify gene co-expression modules. Modules are branches of a hierarchical cluster tree defined using the top-down dynamic tree cut method [27] with a minimum module size of 50 genes. After module identification, a *t* test was used to calculate the *p* value of candidate genes. The gene significance (GS) was defined as the mediated *p* value of each gene (GS = lgP). From this, the module significance (MS) was defined using the average GS from all the genes within said module.

### Transcription factor motif analysis

The set of genes within the module most highly correlated with cell sex, comprised of 1624 genes, was analyzed for known and de novo transcription factor motif binding sites. The parameters were set to cover the promoter using − 5000 to + 1000 bp of the transcriptional start site in the HOMER online software suite (http://homer.ucsd.edu/homer/) [28].

### Ingenuity pathway analysis

We analyzed gene sets using the ingenuity systems pathways analysis (IPA) tool (Qiagen; Redwood City, CA). Datasets were subjected to IPA Core Analysis and then analyzed using IPA Upstream Regulator, Downstream Effects, and Canonical Pathways analytic tools. To capture regulatory networks, we focused on transcription factors and epigenetic and remodeling enzymes. The IPA output was exported as Microsoft Excel files to prepare the supplemental tables.

### Chromatin immunoprecipitation and sequencing

Four low-passage (p7-9) independent mouse ES cell lines, two male lines (40, XY) and two female lines (40, XX), were grown on inactivated C57BL/6 mouse embryonic fibroblasts (MEFs). The MEFs are prepared from pooled embryos and include both male and female cells. ES cells were passaged at least twice prior to harvest to achieve high cell numbers for chromatin immunoprecipitation and sequencing (ChIP-seq). Cells were collected using 0.25% Trypsin + EDTA and MEF-depleted for 1 h at 37 °C in 5% carbon dioxide. After collecting the ES cells, residual MEFs were less than 1.5% of the final cell suspension. Because of their low numbers and the fact that they are a mixed population of male and female cells, any remaining MEFs are not expected to skew the results obtained from the ES cells. ES cells were cross-linked using formaldehyde at a final concentration of 1% followed by quenching with 1 M glycine. Sonication, immunoprecipitation, library construction, and sequencing were performed as previously described with minor modifications [29]. Briefly, three consecutive lysis buffers were used to ensure adequate nuclei release. Sonication was performed in a Q-Sonica cup horn sonication system using amplitude 70 with 30 s ON/OFF cycles for 10–15 min dependent on desired size and sonication efficiency of each sample. Samples were sonicated to a range of 100–500 base pairs. Sonicated chromatin was diluted in immunoprecipitation buffer. Two million cells were used for each immunoprecipitation (IP), with five consecutive IPs for each histone modification of interest. Ten percent of the initial sample volume per IP was set aside to serve as input control prior to addition of the appropriate antibody. Additional file 1: Table S1 provides the specifics for the antibodies used, with 2.5 μg of each antibody per IP. To isolate the antibody-bound fragments of interest, we used 50 μl of a 50/50 mix of Dynabeads TM Protein A (catalog # 10002D, lot # 00448844) and Protein G (catalog # 10003D, lot # 00486042) and an overnight incubation at 4 °C.

Beads were washed with RIPA buffer for five consecutive washes followed by a single wash with Tris-EDTA buffer. Complexes were eluted from the beads with 50 mM Tris, 10 mM EDTA, 1% (w/v) SDS, pH 8.0, and crosslinks were reversed. Concentration of resultant DNA was determined using Qubit according to manufacturer’s protocol. ChIP-seq libraries were prepared using DNA SMARTTM ChIP-Seq Kit. Sequencing was performed using Illumina HiSeq 2500 generating single end reads of 50 base pairs. Sequences were aligned to mouse genome assembly (mm9) using Bowtie2 v2.1.0 with default settings [30]. Using the Bedtools software suite for genome arithmetic [31], we determined the degree of enrichment of reads genome-wide. For data visualization, we used R software suite. To visualize enrichment patterns of histone modifications at promoters and enhancers, we used ngs.plot [32], using enhancer annotations from a previous report [33].

### Protein-protein interaction networks

Protein-protein interaction networks (PPIs) were constructed with the STRING database using all differentially expressed genes between male and female ES cells (STRING version 10.5 [34]). To improve the quality of the resulting network, the “minimum required score” option was set to 0.7 and “text mining resources” were ignored. Analysis and graphing of the networks were performed in the Gephi software (version 0.9.2) [35]. Functional modules were detected using an algorithm to partition the network into communities of densely connected nodes [36]. Gene ontology (GO) analysis was performed using the ClueGO plug-in from Cytoscape [37]. GO terms were summarized using the REVIGO website (http://revigo.irg.hr/revigo.jsp) [38]. Network topology analysis and selection of important genes were done as previously described [39, 40].

### ES cell differentiation

Two of the male and female ES cell lines from which ChIP-seq was performed were subjected to a standardized differentiation protocol that directs the stepwise differentiation of early embryonic cells into cardiac precursors [41], as assayed by marker gene analysis. Cells were cultured with leukemia inhibitory factor (LIF) on mouse embryonic fibroblasts (MEFs). Before differentiation, ES cells were dissociated, MEFs were eliminated as detailed above, and embryoid bodies were derived by hanging drop culture in medium without LIF. After 4 days, embryoid bodies were harvested and grown in medium containing Activin A, BMP4, and VEGF as monolayers until beating foci were observed. This optimized protocol yields > 75% cardiomyocytes [41]. At day 13 of initial LIF withdrawal, we picked beating foci from the plates and obtained RNA.

qPCR was performed to determine expression of pluripotency markers *Nanog* and *Oct4* and cardiomyocyte markers *Myh6* and *Tnnt2* on cDNA generated using SuperScript^TM^ II (Invitrogen) and relative expression was assessed using PowerUp SYBR Green Master Mix (Thermo Fisher) and normalized to *β*-actin on the Applied Biosystems StepOnePlus Real-Time PCR System. RNA-seq was performed as previously described [24].

### Meta-analysis of publicly available data

We leveraged existing expression datasets from across cardiac development in the mouse and stratified the data by sex when necessary. These collated data allowed us to determine whether there is dynamic sex-biased expression across cardiogenesis. Additional file 2: Table S2 details all the datasets examined herein.

Single cell data for 8.5, 9.5, and 10.5 days post coitum (dpc) embryonic [42] and neonatal mouse hearts [43] were downloaded and processed as follows: (1) if the fragments per kilobase of exon per million reads mapped (FPKM) was < 1, the gene was designated as not expressed; (2) genes with zero variance across all cells were removed. Cells were then sexed by determining the ratio of *Xist* to *Eif2s3y*, two oppositely biased genes, on a cell-by-cell basis. Cells with *Xist*/*Eif2s3y* ratios of at least 1.5 were considered as female and ratios below 1 were taken as male. *t* test analysis was performed on the samples from each stage, *p* values were used to calculate the false discovery rate (FDR), and genes with adjusted *p* value < 0.05 were selected as differentially expressed genes. Data for adult mouse hearts was already stratified by sex [44].

### Transcription factor binding analysis

To detect recognition motifs of candidate transcription factors (TFs) in genes enriched in male or female cells, we used the genome-wide position matrix scanner from the Computational Cancer Genomics website (https://ccg.epfl.ch/pwmtools/pwmscan.php) with the JASPAR core vertebrate motif library (version 2018). We searched for *Lef1* MA0768.1 and *Zeb1* MA0103.3 motifs with a *p* value cutoff of 0.00001 with the Contra v3 tool (http://bioit2.irc.ugent.be/contra/v3/#/step/1) and uploaded the results as custom tracks in the UCSC browser.

## Results

### Defining a gene network associated with sex-biased gene expression

There is a substantial number of differentially expressed genes in male (40, XY) and female (40, XX) mouse embryonic stem (ES) cells, including transcription factors (TFs), and epigenetic and remodeling enzymes (EREs) [22–24]. Yet both male and female ES cells are pluripotent and can contribute to normal development. Thus, while overall pluripotency networks govern both XX and XY ES cells, we hypothesized that differentially expressed genes can shift network architecture or constitute subnetworks with distinct gene-gene correlations.

To determine whether the genes differentially expressed in XX and XY ES cells constitute sex-specific co-expression networks and identify genes with higher connectivity in each sex, we used normalized RNA-sequencing (RNA-seq) data from six male and six female mouse ES cell lines to perform weighted gene co-expression network analysis (WGCNA) [24, 27, 45] (see “Methods” section). Weighted gene co-expression network analysis allows partitioning of genes into modules that correlate with biological function and identifies the genes that are most likely to be crucial in regulating that function. WGCNA has been successfully applied to dissect the role of hormonal and sex chromosome effects in sex-biased co-expression networks in adult tissues [46].

Figure 1 shows the clustering dendrogram of co-expressed genes resulting from the WGCNA with the lowest power value for scale-free topology, β, set at 10. To avoid bias by pre-selecting genes with differential expression levels in male and female ES cells, we based the clustering on all aligned transcripts. Genes with similar patterns of expression were grouped into modules by hierarchical average linkage clustering using topological overlap [26]. The initial dynamic tree cut was further merged, to generate a subset of 11 distinct co-expression modules.

**Fig. 1:**
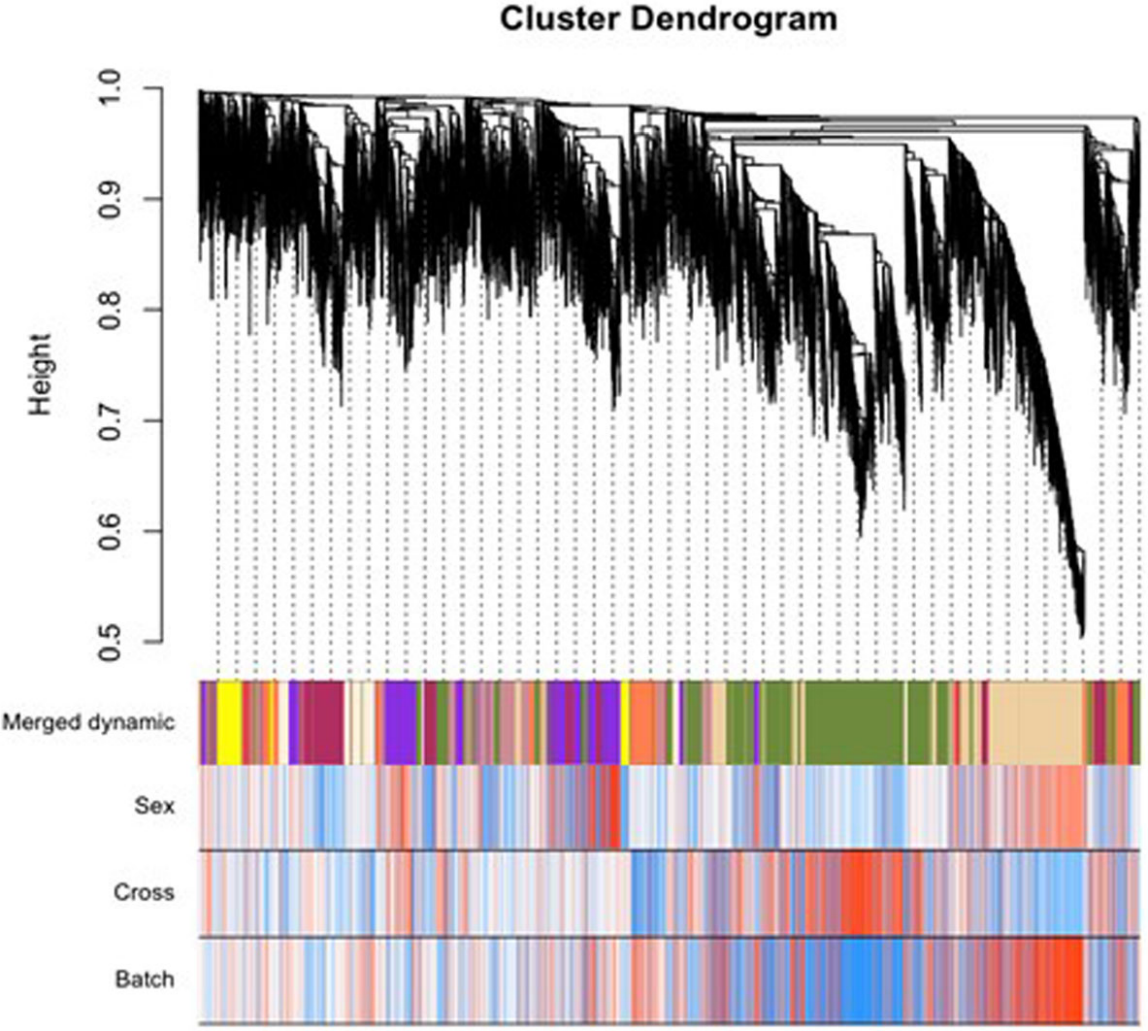
Weighted gene co-expression network analysis (WGCNA) for male and female ES cells. Expression modules were identified by weighted gene co-expression network analysis. Gene dendrograms display the co-expression modules identified by WGCNA from expression data from 6 male and 6 female ES cell lines and labeled by different colors. Dendrograms were generated by unsupervised hierarchical clustering of genes using topological overlap to identify co-expressed genes in modules. The significantly preserved modules are denoted by the striped colors in the bars below the dendrogram along the x-axis, referred to as the merged dynamic. The bars below the merged dynamic express correlation with sex, cross and RNA-seq batch. The y-axis shows the heights where the clusters merged

The first principal component of a given module is the module eigengene (ME), which represents the gene expression profile within that particular module. To understand the functional significance of the modules, we correlated the 11 MEs generated within the clustering dendrogram with traits of interest and isolated the most significant associations (Fig. 2a). According to the heatmap of module-trait correlations, sex showed a strong and independent association with a particular eigengene, the ME blue/violet (*r* = 0.85, *p* = 5e-04) and consisted of 1624 genes, including 84 TFs and 43 EREs (Additional file 3: Dataset S1).

**Fig. 2:**
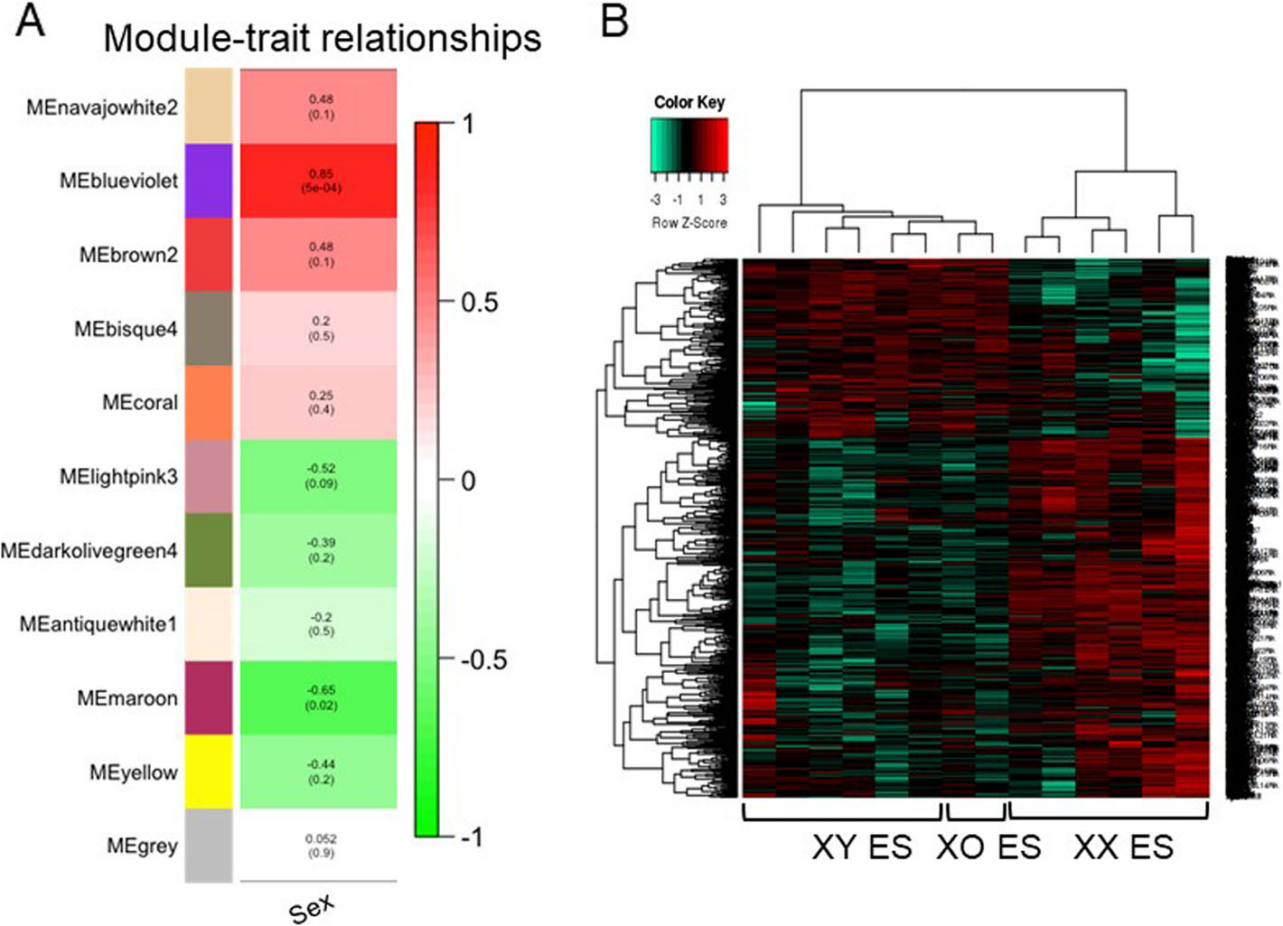
Relationships of consensus modules (module eigengenes) with sex. **a** Each row in the table corresponds to a consensus module identified by distinct colors along the left y-axis. Each module eigengene (ME) was evaluated in relationship to sex. Numbers in the table report the correlation of the corresponding ME with sex, with the *p* values shown in parentheses. The degree of correlation, positive and negative is provided by the colored scale on the right y-axis. **b** Clustering of the mouse ES cell lines based upon the module eigengene, blue/violet. Heatmap showing separation of the lines by sex chromosome complement (XY, male; XX, female; XO, X chromosome monosomic) when the 1624 genes, contained within the blue/violet module from WGCNA were evaluated

To validate the gene cluster with a separate method, we produced a hierarchical clustering heatmap using the expression levels of the 1624 genes in the blue/violet module. Input of the genes contained within the blue/violet module into this separate pipeline did indeed show separation of the mouse ES cell lines by sex (Fig. 2b).

### Distinct upstream regulators are associated with sex-biased functional pathways

To identify regulatory pathways for the genes in the blue/violet module (Fig. 2), i.e., the module best correlated with sex, we performed ingenuity pathway analysis independently on the XX- and XY-enriched TFs and EREs (Additional file 4: Dataset S2). We found that the top pathway for XX-enriched TFs and EREs was “DNA methylation and transcriptional repression” (*p* = 7.81 e^−4^), with Max and Mycn as the top upstream regulatory molecules. Analysis of the XY-enriched TFs and EREs from the blue/violet module identified “Jak1 in Interferon Signaling” as the top pathway (*p* = 2 e^−3^). Top upstream regulators were predicted to be Irf9 and Npc1.

### Prdm14 motifs are enriched in promoters of sex-biased genes

We asked if the sex-biased clustering of the blue/violet genes was being driven by specific transcription factors and reflected sex-specific regulatory networks. To test this, we used HOMER to identify known transcription factor binding sites within the gene set in the blue/violet ME [28].

HOMER motif analysis yielded significantly enriched TF motifs in the promoters of genes in the blue/violet module eigengene (Table 1). The transcription factor TEAD (TEA/ATTS domain) was the top and most significantly enriched motif (*p* value 1e-15). TEAD proteins are pivotal transcription factors implicated in development as well as in cancer [47]. Leukemia inhibitory factor, present in the culture medium, activates the Yes-associated protein (YAP) and TEA domain TEAD2 transcription factor pathway, which contributes to mouse ES cell maintenance of pluripotency and self-renewal. The stem cell factors Nanog and Oct3/4 are targets of the TEAD-pathway [48]. These pluripotency factors had similar expression levels among all male and female ES cell lines tested, and TEAD was not differentially expressed at the RNA level. However, it was previously reported that Tead1 and Tead2 are male-biased at the protein level [23]. Thus, further investigation is required to determine if these factors contribute to the sex-specific effects or whether they appear with the HOMER analysis due to their contribution to pluripotency per se.

**Table 1:**
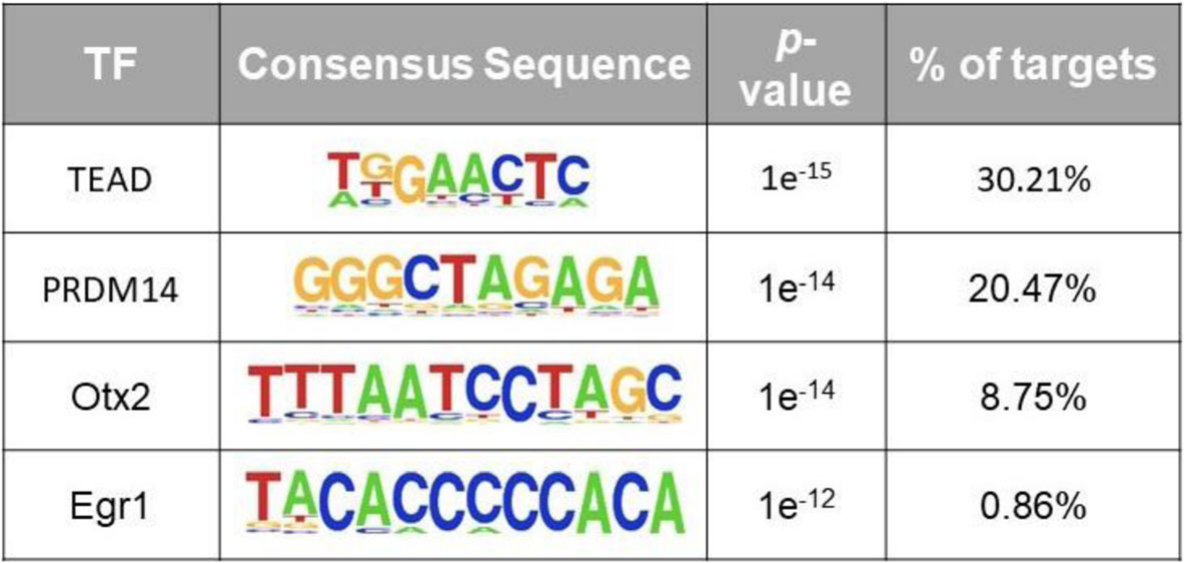
HOMER motif analysis of the promoters of genes in the blue/violet module eigengene

Genomic regions for − 5000 bp to + 1000 bp around the transcriptional start site were pulled for each of the 1624 genes contained within the blue/violet module eigengene and input into HOMER. Shown here are the four top hits and corresponding *p* values and percentage of coverage within target sequences

Interestingly, Prdm14 is a top hit and the second highest hit in HOMER (Table 1). *Prdm14* is expressed more highly in female (XX) than in male (XY) ES cells, a bias that occurs independently of whether the ES cells are cultured in LIF/serum or 2i [22, 24] and is also seen at the protein level [23]. Prdm14 is a bi-functional TF with a cardinal role in ES cell pluripotency and in the establishment of primordial germ cells. Prdm14 can either activate or repress gene expression, depending on its interacting partners [49]. Recruitment of polycomb repressive complex 2 (PRC2) by Prdm14 results in transcriptional repression, whereas cooperation with estrogen-related receptor β (Esrrβ) activates target gene expression. However, the mechanisms by which Prdm14 selectively partners with its alternative co-factors, resulting in gene activation or repression, are not understood. Nevertheless, Prdm14 is a strong candidate for regulating gene expression differentially in male and female ES cells and establishing sex-biased epigenetic marks.

### Prdm14 target genes encoding TFs have sex-biased expression

To identify downstream targets of Prdm14, we curated and compared publicly available expression profiles of ES cells depleted of Prdm14, focusing on TFs and EREs. Several studies have reported *Prdm14* knockout or knockdown in ES cells, with inconsistent results, likely due to varying culture conditions, strains, and karyotypes [50–52]. Therefore, we focused on a report with siRNA-mediated knockdown of *Prdm14* in wild-type female 129/Ola ES cells, with the caveat that culture conditions were 2i (versus LIF/serum in our lab) [50].

ES cells depleted of *Prdm14* have a more “male-like” expression pattern, with upregulation of *Foxi3*, *Sox11*, *Gata4*, *Dnmt3a*, and *Dnmt3l*, which are highly expressed in wild-type male ES cells. Genes that are downregulated in *Prdm14*-depleted female ES cells, such as *Mitf*, *Zeb1*, and *Prdm14* itself, are enriched in wild-type female ES cells. More than 10% of genes followed this pattern. This confirms that Prdm14 regulates a subset of genes, while also indicating that there are other factors involved in sex-biased expression.

### Male and female ES cells exhibit sex biases in chromatin modifications

To determine if the differential transcriptomes between XX and XY ES cells are reflected in the chromatin structure, we performed chromatin immunoprecipitation and sequencing (ChIP-seq) on six early passage independent ES cell lines of each sex, i.e., the same cell lines for which we had reported sex-biased expression [24]. 

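The chromatin of XX (female) and XY (male) mouse ES cells was compared through lists of genomic regions enriched in H3K27Ac, H3K27Me3 or H3K4Me1. H3K27Ac marks active promoters and enhancers, H3K4Me1 marks enhancers whether active or primed, and H3K27Me3 is deposited by a Polycomb complex at repressed genes. The ES cells come from hybrid embryos of C57BL/6 and CAST/EiJ mice and were grown on inactivated fibroblasts of both sexes, which were depleted before harvest. Chromatin immunoprecipitation (ChIP) recovers DNA bound to the modified histone, and sequencing then locates it. The labels of the 16 libraries name 2 male and 2 female lines for each of the 3 marks, and 1 IgG and 1 input library per sex. The methods and the legend of Fig. 3 also give 2 lines of each sex, and the results text gives 6, the paper's value. The methods place the cells at passages 7 to 9 and the labels at passages 7 to 10. The methods name the DNA SMART ChIP-Seq kit and an Illumina HiSeq instrument, and the labels name an Illumina sample kit and a Genome Analyzer.

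The authors aligned the reads to mm9 with Bowtie2 at default settings and measured enrichment with Bedtools, and the submitters' processing notes also name Bowtie and deepTools. What was analysed here is the result of that work, 1 list of enriched regions per sex and mark, 6 lists in all. Each list gives only chromosome, start and end, and every region starts and ends on a grid of 200 bp. The program that called the regions, its threshold, and whether the lines of a sex were pooled before calling are not given in the sources used here. The number of reads behind each list is unknown, and no height or score ranks its regions. There is no replicate and no SD for any value, and each test over regions or genes describes these lists, not the sexes. A region was counted as shared where it overlapped a region of the same mark in the other sex's list by at least 1 bp, and as female-only or male-only otherwise. Genes were taken from the GENCODE annotation of NCBIM37, the same assembly as mm9, with 22367 protein-coding genes. Because the methods leave the threshold open, the longer of 2 lists can hold more sex-only regions for that reason alone.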

Antibodies against histone modifications H3K4Me1, H3K27Me3, and H3K27Ac were used to precipitate chromatin substrates with our standard protocol. 

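H3K27Ac and H3K4Me1 regions lay mostly in both XX and XY ES cells and H3K27Me3 regions less so, and the female list was the longer one for every mark. H3K27Ac was enriched at 28784 regions in female and 26100 in male ES cells, which covered 144 Mb and 135 Mb. H3K27Me3, the repressive mark, was enriched at 18534 regions (111 Mb) in female and 15138 (89.2 Mb) in male ES cells. H3K4Me1 was enriched at 39404 regions (287 Mb) in female and 34800 (276 Mb) in male ES cells. The ratio of female to male regions was 1.103 for H3K27Ac, 1.22 for H3K27Me3 and 1.13 for H3K4Me1, and it was above 1 on each of the 19 autosomes for each mark. Of the female H3K27Ac regions 80.9% were shared with the male list (95% exact binomial interval 80.5 to 81.4%, counting error only), and 89.6% of the male ones with the female list (89.2 to 89.9%). H3K27Me3 was shared at 60.2% of female and 76.4% of male regions, and after merging both lists 48.2% of its stretches lay in both. H3K4Me1 was shared at 78.2% of female and 86.9% of male regions. Of all bases covered by a mark in either list, 65.7% were covered in both for H3K27Ac, 49.0% for H3K27Me3 and 66.7% for H3K4Me1.

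Circular shifts of the other list along each chromosome gave mean shares between 7.05 and 20.3%, and no shift among the 1000 reached the observed share for any list (two-sided permutation p = 0.0020, the smallest they can give). The sex-only regions numbered 5491 female and 2725 male for H3K27Ac, 7384 and 3577 for H3K27Me3, and 8584 and 4563 for H3K4Me1. They were narrower than shared regions in every list. The median width of female-only H3K27Ac regions was 0.65 times that of shared ones, and those of female-only H3K27Me3 and H3K4Me1 regions were 0.54 and 0.57 times (two-sided permutation test of the ranks in each list, p = 1e-05, the smallest it can give). Male-only regions were narrower in the same test, at 0.60 times for H3K27Me3 and 0.61 times for H3K4Me1. When an overlap of 50% of both regions was required, the sex-only regions rose to 8962 female and 6278 male for H3K27Ac and to 11081 and 7685 for H3K27Me3. With the longer list of each mark reduced to its widest regions, as many as in the shorter list, the sex-only regions came to 4685 female and 4564 male for H3K27Ac, 5210 and 4615 for H3K27Me3, and 6416 and 6394 for H3K4Me1, counts that equal list lengths bring near each other by construction.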

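Regions with H3K4Me1, the mark of enhancers, overlapped H3K27Ac more often in the female (XX) list than in the male (XY) list. Of 39739 stretches with H3K4Me1 in either sex, 47.8% (95% exact binomial interval 47.3 to 48.2%) overlapped H3K27Ac in the female list and 44.7% (44.2 to 45.1%) in the male list. H3K27Ac lay in the female list only at 2662 of them and in the male list only at 1428, a ratio of 1.86 (McNemar's exact test, two-sided, p = 4.3e-84) that came to 1.39 with equal numbers of regions in both lists. With the lists used whole, the excess was larger away from promoters. Neither this split nor the counts at gene starts below were repeated with equal numbers of regions. An effect of list length on them was therefore not tested. Only transcription start sites (TSSs) of protein-coding genes were used for this distance, so distal stretches can hold starts of other annotated genes. Over 5 kb from any such TSS, H3K27Ac lay in the female list only at 1790 stretches and in the male list only at 825. The ratio was 2.17 (p = 4.0e-81, McNemar's exact test). Within 5 kb of a TSS the numbers were 872 and 603, a ratio of 1.45 (p = 2.6e-12, McNemar's exact test), and the split differed between the distal and near stretches (odds ratio 1.50, two-sided Fisher's exact test, p = 2.2e-09). At stretches with H3K4Me1 in both sexes, 1921 had H3K27Ac in the female list only and 1072 in the male list only. Close to the starts of protein-coding genes the counts were nearly equal, with H3K27Ac within 2 kb in the female list only at 621 genes and in the male list only at 615 (McNemar's exact test, p = 0.887). Within 5 kb of a TSS or over the gene body they were 694 and 571 (p = 5.98e-04, McNemar's exact test), and within 50 kb of a TSS 667 and 398 (p = 1.5e-16, same exact test).

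H3K27Me3 also lay more often in the female list only at stretches with H3K4Me1, at 3457 against 1373 (ratio 2.52, McNemar's exact test, p = 6.5e-204). This ratio was 1.54 with a reciprocal overlap of 50% (2045 against 1327) and 1.59 with equal numbers of regions in both lists (2677 against 1682). For this mark the split of distal stretches, 1845 female-only and 767 male-only, was not told apart from that of near ones, 1612 and 606 (odds ratio 0.904, Fisher's exact test, p = 0.124). Regions with H3K4Me1 stand in for known enhancers, since the enhancer annotation cited by the paper was not used here. The female lists of both H3K27Ac and H3K27Me3 are also longer as a whole, and stretches of one genome are not replicates.

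**Figure D1:**
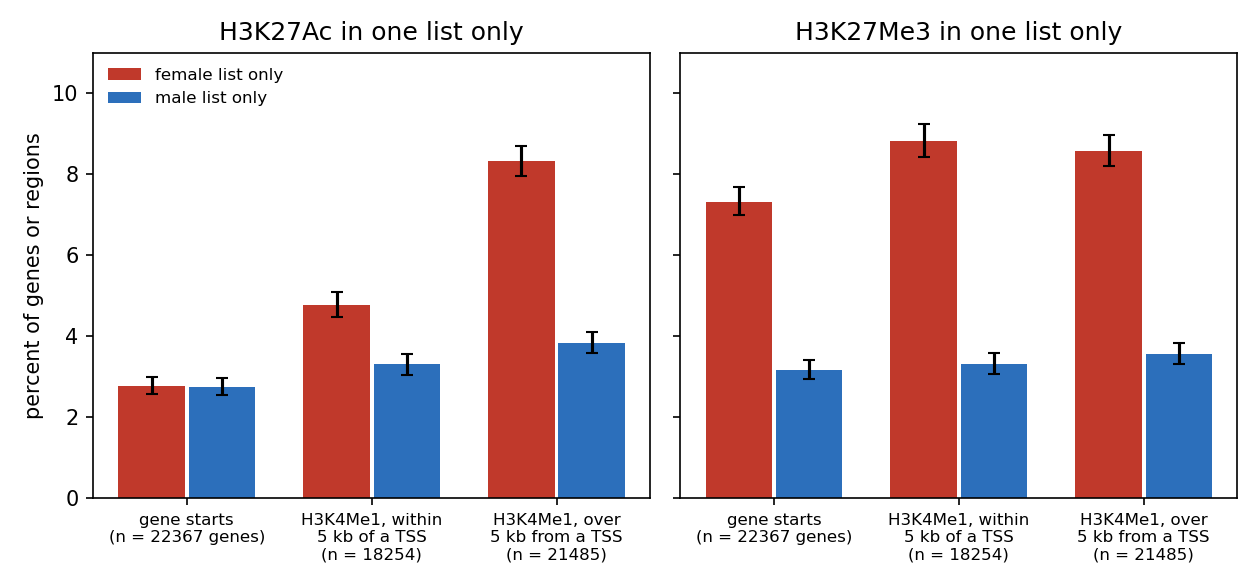
Percent of protein-coding gene starts, and of stretches with H3K4Me1 within or over 5 kb from a TSS of a protein-coding gene, with H3K27Ac (left) or H3K27Me3 (right) in the female list only (red) or in the male list only (blue). Error bars are 95% exact binomial intervals, which cover counting error only. With the lists used whole, the H3K27Ac bars are level at gene starts and part at distal H3K4Me1, at 8.33% in the female and 3.84% in the male list.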

The presence of H3K27Ac, indicating active chromatin, showed a significant difference between XX and XY ES cells at known enhancer regions (Fig. 3)*.* This suggests that the main biases between XX and XY ES cells are established by TFs and EREs that bind and modify enhancer sequences.

**Fig. 3:**
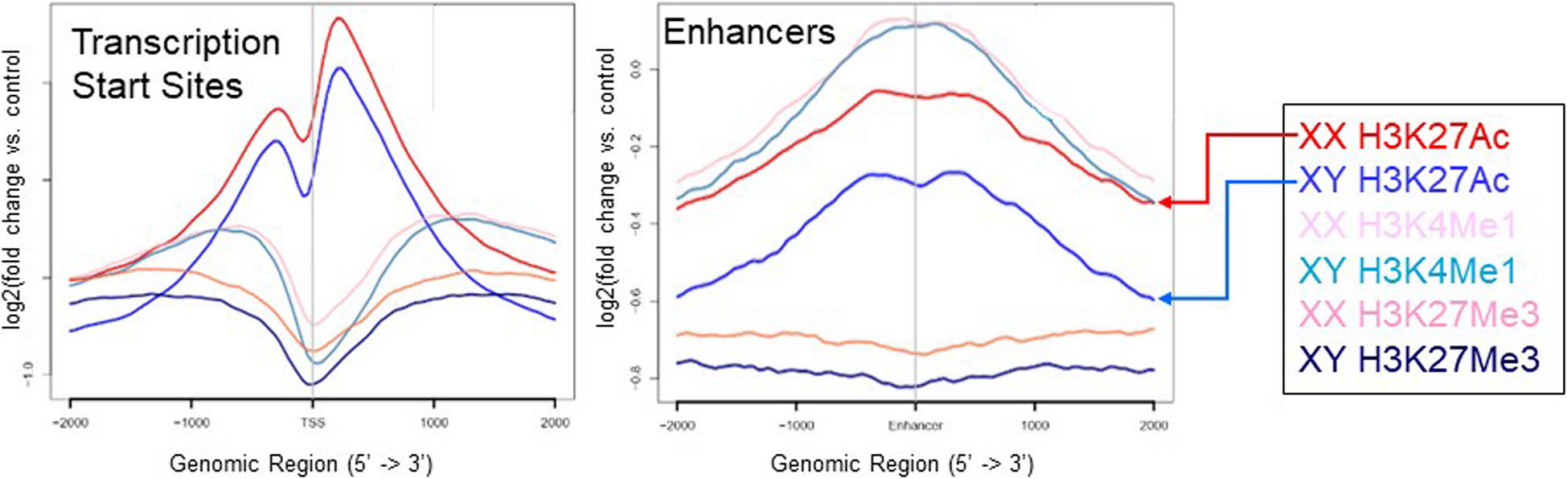
Sex-biased chromatin modifications at regulatory sequences in ES cells. ChIP-Seq results on two XX (red, light pink, dark pink lines) and XY (blue, teal, and dark blue lines) ES cell lines for H3K27Ac, H3K27Me3, and H3K4Me1, respectively, are shown. IgG served as a control. NGS-plot was used to evaluate the enrichment of the histone modifications at transcriptional start sites and known enhancers. The plots depict the average profile of histone modifications at regions of interest, providing a quantitative view of the patterns for each ES cell line

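H3K27Me3 and H3K4Me1 lay at more gene starts in the female lists, which are longer as a whole, than in the male lists. H3K27Me3 lay within 2 kb of the start of 32.9% of protein-coding genes in the female and 28.8% in the male list, in the female list only at 1639 genes and in the male list only at 708 (McNemar's exact test, two-sided, p = 2.3e-84). H3K4Me1 lay at 60.6% and 59.4% of gene starts, at 1170 in the female list only and at 895 in the male list only (p = 1.6e-09, McNemar's exact test). H3K27Ac lay at 50.6% and 50.5% of gene starts. Among 932 X-linked genes, H3K27Me3 was found in the female list only at 60 starts and in the male list only at 8 (p = 5.7e-11, McNemar's exact test), and H3K4Me1 at 109 and 12 (p = 9.9e-21, McNemar's exact test). H3K27Ac at X-linked starts did not pass the test, at 17 and 9 (p = 0.169, McNemar's exact test).

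Sex-only regions lay at the TSS of a protein-coding gene less often than shared ones. Other annotated genes were not used for TSSs, introns or the spaces between genes here. Sex-only regions were also narrower, and narrower regions can miss both a TSS and the other list through width alone. Width was not adjusted for. Of female-only H3K27Ac regions 12.1% contained a TSS against 40.8% of those shared, and of male-only ones 21.8% against 40.7% (odds ratio 0.406, two-sided Fisher's exact test, p = 8.6e-88). Of male-only H3K27Me3 regions 10.5% contained a TSS against 37.0% (odds ratio 0.199, Fisher's exact test, p = 7.1e-229). Within introns lay 26.1% of female-only and 26.2% of male-only H3K27Ac regions, and between genes 46.0% and 37.7%. The marks also lay together within each sex. H3K27Ac regions overlapped H3K4Me1 at 74.3% in female and 75.9% in male ES cells, against 17.5% and 16.8% after circular shifts, and overlapped H3K27Me3 at 16.0% and 13.7%, against 7.76% and 6.46% (permutation p = 0.0020 for each, the smallest the shifts can give). H3K4Me1 regions overlapped H3K27Me3, the combination found at poised enhancers, at 29.4% in female and 25.2% in male ES cells. Overlap in a list does not show that both marks sit in the same cell. From the difference in H3K27Ac at enhancers in Fig. 3, the paper proposes that TFs and EREs that bind and modify enhancers set the main biases between XX and XY ES cells.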

To determine whether there was concordance between Prdm14 binding, gene expression biases, and differential chromatin modifications, we integrated available Prdm14 ChIP-seq data in ES cells [50] with our sex-specific chromatin studies for genes that respond to Prdm14 according to the knockdown studies.

Our analysis identified three groups of differentially expressed genes: (1) genes that exhibited sex-biased chromatin modifications and Prdm14 binding, (2) genes with Prdm14 occupancy and no sex-specific histone modifications, and (3) genes with neither detectable sex-biased chromatin modification nor Prdm14 occupancy. For example, *Dnmt3l*, more highly expressed in male ES cells, has a *Prdm14* binding site 40 kb downstream of the transcription start site, which is enriched in H3K27Me3, a repressive mark, in female ES cells (Fig. 4). 

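Genes with biased expression differed in which marks were sex-specific, and most carried the same marks in both sexes. Of the 32 regulators the paper lists as higher in XX ES cells (Table 2), 22 carried H3K27Ac in both lists, within 5 kb of a TSS or over the gene, 0 in the female list only and 1 in the male list only. Among them Ogt, Baz2b, Kdm6a, Meis2 and Atrx had a female-only H3K27Ac region and none that was male-only, and Lbh had the reverse. Ogt, Kdm6a and Atrx are X-linked, and of the list as a whole 43.8% are. For H3K27Me3, members with female-only regions included Hmgb3, Trim16, Apobec2, Meis2 and Aff2, and Prdm14, Zeb1 and Nkap had male-only ones. Prdm14 lies on chromosome 1 of mm9 from 13103538 to 13117244 on the minus strand. It carried H3K27Ac, H3K4Me1 and H3K27Me3 in both sexes, and a further male-only H3K27Me3 region from 13105601 to 13110799. For H3K4Me1, Dmrtb1, Klf8, Nkap, Zmym3, Baz2b, Meis2 and Atrx had female-only regions, and Hoxc8, Top2b and Trim16 male-only ones. Sohlh2, on chromosome 3 from 54985950 to 55013879, carried no region of any of the 3 marks in either list.

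Of the 46 regulators higher in XY ES cells (Table 3), 45 were matched to a gene model by name. Kdm6c, which the paper also calls Uty, was not matched and is left out of the counts here. Uty itself is annotated on the Y chromosome and had male-only H3K27Ac and H3K4Me1 regions. Among the 45, female-only H3K27Ac regions lay at Eomes and T, which drive mesoderm formation, Foxp4, Ybx2, Phc1, Dot1l and Nfxl1. Male-only ones lay at Zglp1 and Lef1 (7 against 2, McNemar's exact test, two-sided, p = 0.180). H3K27Me3 regions were female-only at Sox11, Bahcc1, Lef1, Tbx20, Zbtb7a, Hif3a, Pbx2 and Hdac5 and male-only at Prdm6 (8 against 1, McNemar's exact test, p = 0.0391, adjusted p = 0.469 over 12 gene lists). H3K4Me1 regions were female-only at Ybx2, Dnmt3b, Tdrd5, Irf8 and Nfxl1 and male-only at Zglp1. Regions of both kinds lay at Nr6a1 and Arid1a for H3K27Ac, at Pou2f3 and Gata4 for H3K27Me3, at Kdm6a among the regulators higher in XX ES cells for H3K4Me1, and at E2f7 and Nr6a1 for H3K4Me1.

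Among the wider set of ES cell network genes (Dataset S3), 20 of 197 male-biased genes carried H3K27Me3 in the female list only and 3 in the male list only (McNemar's exact test, p = 4.9e-04, adjusted p = 0.00684 over 14 lists). Within 50 kb of a TSS the numbers were 11 and 4 (adjusted p = 0.583 in the same exact test). The female list of H3K27Me3 is longer at all protein-coding genes. Within 5 kb of a TSS or over the gene, 1970 other genes against 847 had it in the female or male list only. Set against these, the split of 20 against 3 had an odds ratio of 2.87 (two-sided Fisher's exact test, p = 0.107). Female-biased network genes had H3K27Me3 in the female list only at 28 and in the male list only at 15. This did not pass (McNemar's exact test, p = 0.0660, adjusted p = 0.462). Within 50 kb of a TSS the numbers were 37 and 16 (p = 0.00549, adjusted p = 0.0768 in the same exact test). For female-biased network genes, the split of 28 against 15 was not told apart from that of other genes, 1962 against 835 (odds ratio 0.794, Fisher's exact test, p = 0.503). Both are counts within 5 kb of a TSS or over the gene. The H3K27Me3 split was not told apart between female-biased and male-biased network genes either (odds ratio 0.280, Fisher's exact test, p = 0.0824, adjusted p = 0.247). Of 422 female-biased network genes, of which 34.1% are X-linked, 27 carried H3K27Ac in the female list only and 20 in the male list only (McNemar's exact test, p = 0.382), and 54 against 28 carried H3K4Me1 (p = 0.00544, adjusted p = 0.0761 in the same exact test). On the autosomes alone 18 against 21 of 278 carried H3K4Me1 in this way. Male-biased network genes had H3K27Ac in the female list only at 7 and in the male list only at 9. The study chose these lists on RNA-seq of these ES cell lines, so they are not independent evidence of a direction. The Prdm14 ChIP-seq data that the paper integrated were not analysed here.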

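Dnmt3l encodes a catalytically inactive partner of the de novo DNA methyltransferases and lies on chromosome 10 of mm9, plus strand, from 77504692 to 77526367. In the interval drawn in Fig. 4a the female list holds 1 H3K27Me3 region and the male list 0. The region runs from 77553001 to 77559599 (6.60 kb), between genes, 48.3 kb downstream of the 5′ end of Dnmt3l and 34.9 kb from the nearest of its 6 annotated TSSs. It lies 20896 bp downstream of the start of Icosl, the gene next to Dnmt3l. The nearest male H3K27Me3 region is 50.0 kb away. Over Dnmt3l itself both lists hold H3K27Ac from 77497001 to 77523799 in female and from 77496601 to 77523799 in male ES cells, both over the start of Aire too, and H3K4Me1 from 77491001 to 77543599 in female and from 77496801 to 77534799 in male ES cells. A female-only H3K27Ac region of 2.20 kb, from 77531601 to 77533799, covers the start of Icosl.

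Of 10000 random windows of the same length on chromosome 10, 6.70% held H3K27Me3 in the female list and none in the male list (95% exact binomial interval 6.22 to 7.21%). The share was 11.7% among windows that held a region of any list.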

One of the *Prdm14* binding sites downstream of *Mitf*, more highly expressed in XX ES cells, has enrichment of H3K27Ac in those cells. 

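Mitf encodes a transcription factor of the melanocyte lineage and lies on chromosome 6 of mm9, plus strand, from 97757052 to 97971352. In the interval drawn in Fig. 4b the female list holds 4 H3K27Ac regions, 3 of them female-only, and the male list holds 1. The female-only region farthest downstream runs from 98432001 to 98434799 (2.80 kb), 675 kb from the 5′ end of Mitf and 490 kb from its nearest annotated TSS, between genes. The nearest male H3K27Ac region is 97.0 kb away. At the same place H3K4Me1 and H3K27Me3 lay in both lists, with H3K27Me3 from 98432401 to 98437599 in female and from 98431401 to 98437599 in male ES cells. The other female-only H3K27Ac regions run from 98062401 to 98065199, 121 kb from the nearest Mitf TSS, and from 97705801 to 97709999, 47.1 kb upstream of Mitf. The shared H3K27Ac region lies in an intron of Mitf, from 97899601 to 97914399 in female ES cells. H3K27Me3 was male-only from 98006201 to 98008399 and from 98215001 to 98216399, the latter in an intron of Gm765, and H3K4Me1 was male-only from 97707001 to 97711799.

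Of 10000 random windows of this length on chromosome 6, 63.8% held at least 1 female-only H3K27Ac region. Among the widest 50% of each list, 1 female-only H3K27Ac region was left in the interval.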

*Hoxb9* shows a similar pattern, with a *Prdm14* binding site enriched in H3K27Ac in female ES cells which have higher expression. On the other hand, there are several *Prdm14* binding sites upstream and in the promoter of *Meis2*, but we did not detect differential histone modifications in male and female ES cells, although it is more highly expressed in female cells. 

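Hoxb9 is a homeobox gene that patterns the posterior body axis and lies in the HoxB cluster on chromosome 11 of mm9, plus strand, from 96132771 to 96137909. In the interval drawn in Fig. 4c the female list holds 2 H3K27Ac regions, both female-only, and the male list 0. The nearer one runs from 96112801 to 96115199 (2.40 kb), 17.6 kb upstream of Hoxb9, and covers a TSS of Gm53. The other runs from 96051201 to 96052799 (1.60 kb), 80.0 kb upstream of Hoxb9 and 2831 bp upstream of Hoxb13. The nearest male H3K27Ac region is 108 kb from the nearer one and 46.0 kb from the other. H3K27Me3 covered Hoxb9 and its neighbours Hoxb4 to Hoxb8 in both sexes, from 96109001 to 96248399 in female and from 96103201 to 96247399 in male ES cells. In all it covered 80.6% of the interval in the female and 92.7% in the male list, with 1 male-only region from 96094601 to 96101599. H3K4Me1 at the start of Hoxb9 lay in both lists, and away from it 1 region was female-only, from 96119401 to 96126599 but only 1 bp from a male region, and 1 male-only, from 96043401 to 96047999.

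Of 10000 random windows of this length on chromosome 11, 5.34% held H3K27Ac in the female list and none in the male list (95% exact binomial interval 4.91 to 5.80%). Among the widest 50% of each list, 0 female-only H3K27Ac regions were left in the interval.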

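Meis2 encodes a homeodomain cofactor of Hox and Pbx proteins and lies on chromosome 2 of mm9, minus strand, from 115688800 to 115891575, with 15 annotated TSSs. Broad H3K27Me3 covered its 5′ end in both sexes, from 115886201 to 115904799 in female and from 115880801 to 115904399 in male ES cells. H3K27Ac also lay at the 5′ end in both sexes, from 115884801 to 115890399 in female and from 115883401 to 115889999 in male ES cells. The female list adds H3K27Ac from 115891401 to 115893799 (2.40 kb), over the most upstream TSS, 1.40 kb from the male region. In the interval drawn in Fig. 4d another female-only H3K27Ac region runs from 115572201 to 115575999, in an intron of BC052040 and 123 kb downstream of the nearest Meis2 TSS. H3K27Me3 was female-only at 4 regions of 1.40 to 2.80 kb. The region inside the gene body lies in an intron of Meis2, from 115719401 to 115721199, and the others run from 115635601 to 115637999, from 115926001 to 115928799 and from 115943401 to 115944799. H3K4Me1 was female-only in an intron of Meis2, from 115803201 to 115808399, and in an intron of BC052040, from 115582801 to 115585399. The male list holds no male-only region of any mark in this interval.

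Of 10000 random windows of this length on chromosome 2, 60.8% held at least 1 female-only H3K27Ac region and 55.2% at least 1 female-only H3K27Me3 region. Among the widest 50% of each list, the female-only regions were 1 for H3K27Ac, 0 for H3K27Me3 and 1 for H3K4Me1, and 1 H3K4Me1 region was male-only.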

Genes such as *Sohlh2* do not have apparent *Prdm14* binding in their vicinity, indicating that they are regulated by other, as yet unknown TFs.

**Fig. 4:**
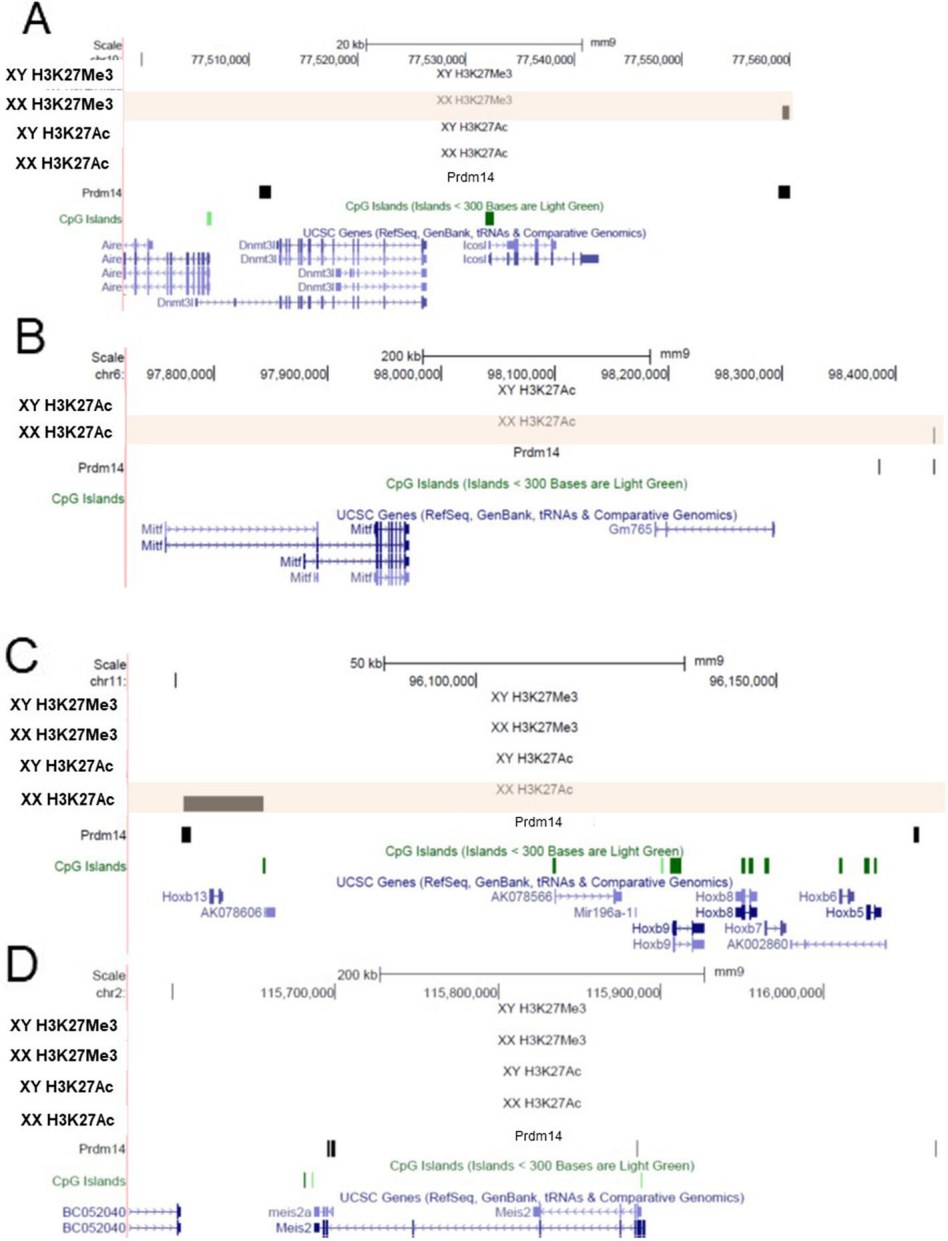
Differential H3K27Ac and H3K27Me3 enrichment in male and female ES cells. UCSC browser screen shots are shown with tracks denoting chromatin status designated as XY or XX. Black bars indicate presence of an enriched mark or Prdm14 binding in the corresponding track. Prdm14 occupancy track in ES cells was obtained from Ma et al. Browser shots for **a** *Dnmt3l*, **b** *Mitf*, **c** *Hoxb9*, and **d** *Meis2*

### Protein-protein interaction network analysis of ES cell transcriptomes reveals overlap with Prdm14 target genes

Data from the differentially expressed genes in male and female ES cells were used to construct a protein-protein interaction (PPI) network (Fig. 5a). Overlaying the information from the sex differences in gene expression shows that there are sex-biased modules within the global interaction network. We compared the genes from the blue/violet module eigengene from the WGCNA to the nodes of the PPI network. Two hundred twenty-five genes were shared between them (green nodes in Fig. 5b). Analysis of the network revealed six modules (Additional file 6: Figure S1), one of which contained the most important nodes based on topological analysis (degree, betweenness, and closeness centrality metrics in Additional file 5: Dataset 3). GO analysis of this module showed “blood vessel morphogenesis” and “Bmp signaling” as top terms (Additional file 7: Dataset S4).

**Fig. 5:**
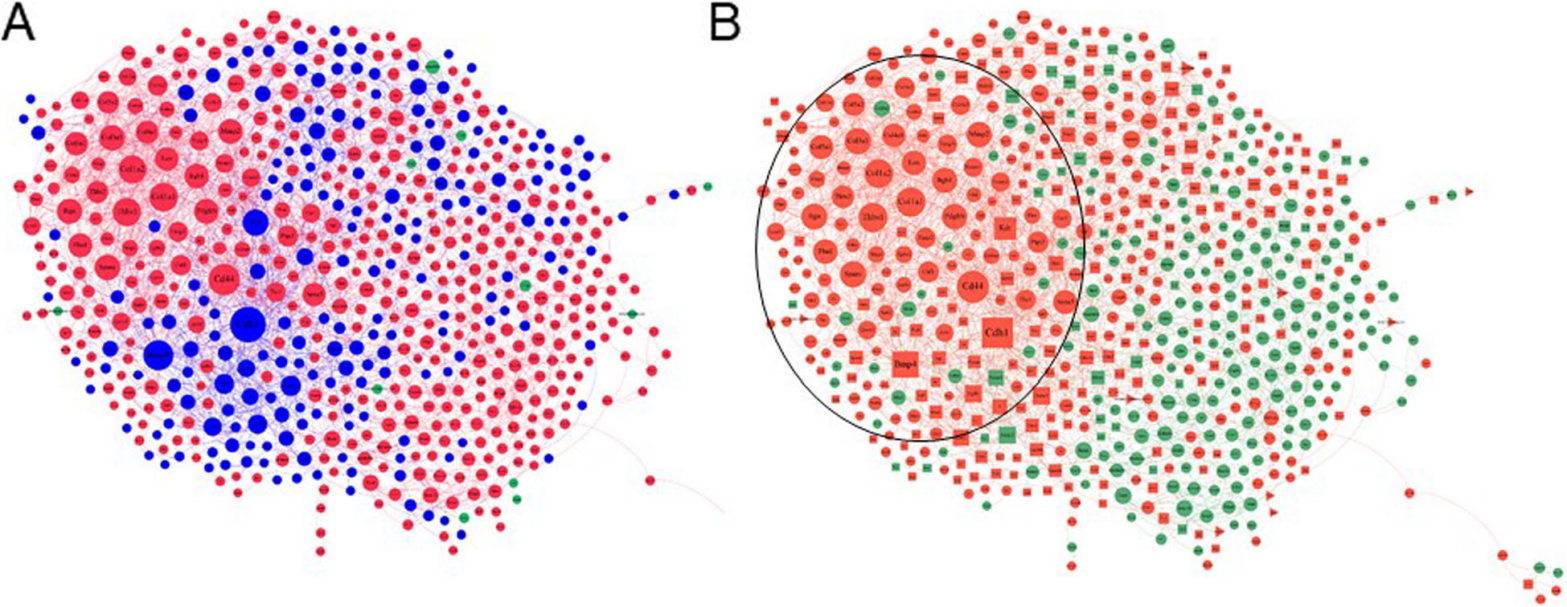
Protein-protein interaction networks. **a** PPIs were constructed from differentially expressed genes from male and female ES cells. The networks includes sex-biased modules highlighted by red (female-enriched) and blue (male-enriched) nodes. **b** PPI network compared to genes in the blue/violet module from the WGCNA analysis. The most important module (based on topological analysis) is encircled. The common genes are green, unique genes are orange; squares represent male-biased and circles female-biased genes

Prdm14 was contained in the module with the most important nodes and showed connections to Dazl, Tcl1, Wnt3, Cdx2, Dnmt3b, Prdm6, Bmp4, Lin28a, Lefty2, T, and Gata4. Strikingly, many of the nodes in this PPI module, such as Zeb1, Lefty1, Gata4, Dusp6, and Sox11, are direct Prdm14 transcriptional targets in ES cells.

### Male and female cardiac precursors also show sex biases in gene expression

Thus far, we showed that there are sex-specific expression and protein-protein interaction networks in ES cells. Upon differentiation of female ES cells, one of the two X chromosomes is inactivated, a massive epigenetic event that equalizes most of the X-linked genes between males and females. This transition mirrors the in vivo process of blastocyst implantation, during which female embryos undergo X chromosome inactivation (XCI).

To determine whether some sex-biased expression differences were perpetuated after XCI and during the beginning stages of lineage determination, we subjected two male and female ES cell lines to an optimized differentiation protocol to generate cardiac precursors and performed RNA-seq (Fig. 6). At day 13 after LIF withdrawal, ES cells have differentiated to cardiac precursors corresponding to 8.5–9.5 days post coitum (dpc) cardiac progenitors in vivo. RT-PCR confirmed that stem cell markers such as *Nanog* and *Oct4* were downregulated, whereas markers of cardiac differentiation, such as *Tnnt2* and *Myh6*, were upregulated in both sexes, as previously reported (Additional file 8: Figure S2) [10, 53].

**Fig. 6:**
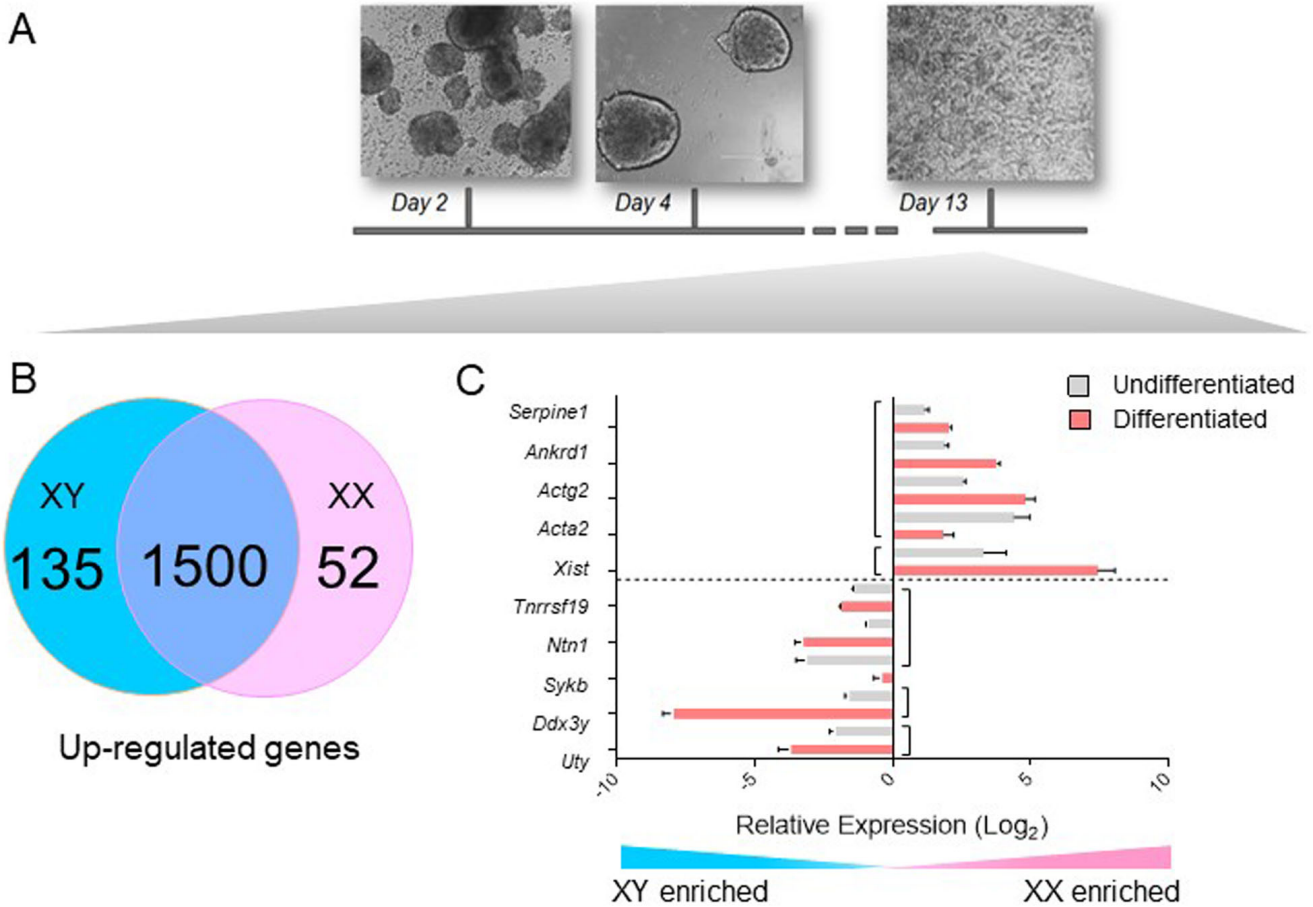
Differentiation of male and female ES cells into cardiac precursors. Top, images resulting from differentiation of ES cell lines according to standard protocol, with beating cardiac precursor cells at day 13 of LIF withdrawal. Below left, comparison of up-regulated genes between XX and XY ES cell lines indicating common and sex-specifically expressed RNAs (*q* < 0.01). Below right, expression of a subset of sex-biased genes expressed before and after differentiation of ES cells as analyzed by qRT-PCR in undifferentiated ES cells (gray) and derived cardiac precursors (coral). Error bars represent S.E.M. of duplicate experiments with three replicates each

We compared transcriptomes between differentiated male and female cell lines and found 157 genes that were differentially expressed at a FDR < 0.01 (Additional file 9: Dataset S5). The *Xist* non-coding RNA, which is involved in X chromosome inactivation, was more highly expressed in female cells, as expected. The male cells showed higher expression of 2 Y chromosome-linked genes, *Ddx3y* and *Uty* (*Kdm6c*). Interestingly, four TFs were more highly expressed in male cells, *Ferd3l*, *Pou3f3*, *Six6*, and *St18*. 

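Ferd3l and Pou3f3, both transcription factors of the nervous system, carried H3K27Me3 in XX and XY ES cells alike and H3K27Ac in neither. Ferd3l lies on chromosome 12 of mm9 from 34613290 to 34614175. H3K27Me3 covered the whole gene, from 34610601 to 34615999 in female and from 34610601 to 34616399 in male ES cells. A female-only H3K4Me1 region, from 34612601 to 34614799 (2.20 kb), also covered it. Pou3f3 lies on chromosome 1 from 42753991 to 42757052, within H3K27Me3 from 42739201 to 42778799 in female and from 42739001 to 42781999 in male ES cells. A male-only H3K4Me1 region, from 42750601 to 42756599 (6.00 kb), covered its start. These regions are presence or absence in 1 list per sex and carry no test.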

*Ferd3l* and *Pou3f3* have nearby *Prdm14* binding sites in undifferentiated ES cells, although we did not detect differential histone modifications in their vicinity (Additional file 10: Figure S3). Overall, this data shows that although the number of genes exhibiting sex differences diminishes during lineage determination, some biases persist. ChIP-seq data for cardiac precursors derived from male and female ES cells are needed to determine which epigenetic differences also persist after differentiation.

### Sex biases in cardiac expression exist in early cardiac developmental stages in vivo

To elucidate how sex biases in gene expression vary during cardiac development, we collated and analyzed single cell transcriptional profiles from mouse embryonic hearts at 8.5, 9.5, and 10.5 dpc [42] and post-natal day 1 (p1) (Additional file 2: Table S2) [43]. Single cell data was downloaded and sexed (Additional file 11: Dataset S6). We found that there were hundreds of sex-biased genes at every stage. Some of these were stage-specific and some were common to two or more time points. For example, *Lef1* was more highly expressed in male than female ES cells, and the same was true for 8.5 dpc and p1 hearts. *Tbx20* was also enriched in male ES cells, cardiac precursors, and in 10.5 dpc and p1 hearts.

The majority of genes with sex-biased expression were male-biased at every stage. The number of female-enriched genes peaked dramatically at 9.5 dpc and decreased thereafter. At 8.5 dpc, only three X-linked genes, including *Xist*, were female-biased, whereas 19 X-linked genes were male-biased. At 10.5, eight X-linked genes were more highly expressed in females, including *Xist*, *Tsix*, and three genes that had not been characterized as escapees. More than 30 X-linked genes showed male-biased expression, indicating that some genes are not dosage compensated by X chromosome inactivation, at least at this stage in this tissue.

Protein-protein interaction networks were constructed with the sex-stratified expression data from 8.5, 9.5, and 10.5 dpc hearts (Fig. 7, Additional file 12: Figure S4, Additional file 5: Dataset S3). Sex biases in specific modules varied across the developmental stages, suggesting a highly dynamic but constant pattern of sexual dimorphism at the molecular level.

**Fig. 7:**
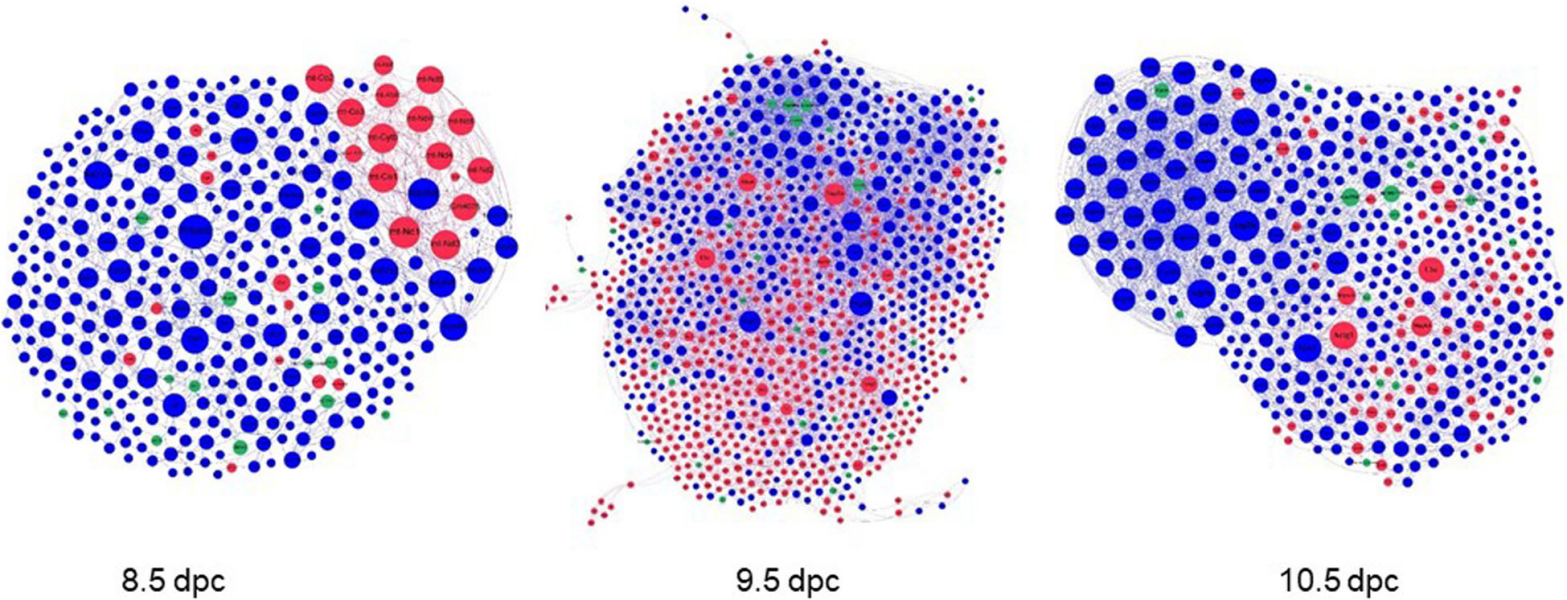
Protein-protein interaction networks in early cardiac development. PPIs were constructed from differentially expressed genes in 8.5, 9.5, and 10.5 dpc hearts as assayed by single-cell RNA-seq. Networks include sex-biased modules highlighted by red (female-enriched) and blue (male-enriched) nodes (based on data from Li, G. et al.)

### Adult male and female hearts have sex-specific pathways

To explore whether there are expression differences in male and female adult C57BL/6 mouse hearts, we inspected recently published transcriptomic data across 17 tissues, stratified by sex [44]. Strikingly, 908 and 148 genes exhibited expression biases in adult male and female hearts, respectively, again showing that male-biased genes are more numerous. Interestingly, 38 X-linked genes were male-biased, suggesting male-specific regulation of these genes.

We investigated whether TFs that were sex-biased in adult hearts showed Prdm14 binding in ES cells. We found that *Nkx2.5*, *Lef1*, *Id2*, *Ikzf3*, and *Srebf2* had Prdm14 occupancy in or near their promoter regions (Additional file 13: Figure S5), suggesting that their sex differences could have been established in early development. Differential histone modifications, however, were not apparent in ES cells in these regions.

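Of the genes Nkx2-5, Lef1, Id2, Ikzf3 and Srebf2, the last 2 and Lef1 had sex-only regions within 5 kb of a TSS or over the gene, and Id2 and Nkx2-5 had none. Id2, an inhibitor of basic helix-loop-helix factors, carried H3K27Ac, H3K27Me3 and H3K4Me1 in both sexes. Nkx2-5, a regulator of heart formation on chromosome 17 of mm9 from 26975609 to 26978510, lay under H3K27Me3 in both sexes, from 26970601 to 27000799 in female and from 26970801 to 26996999 in male ES cells, and carried no H3K27Ac. Farther out, in the interval drawn in Fig. 9b, a female-only H3K4Me1 region stood 6.89 kb upstream of it, from 26985401 to 26988399 and 0.801 kb from the nearest male region. Lef1, a mediator of Wnt signalling on chromosome 3 from 130813389 to 130927274, had 2 male-only H3K27Ac regions, from 130841401 to 130843999 and from 130857801 to 130861599, and a female-only H3K27Me3 region from 130901001 to 130903599. The start of Lef1 carried H3K27Ac, H3K27Me3 and H3K4Me1 in both sexes. Srebf2, a regulator of cholesterol synthesis on chromosome 15 from 81977696 to 82035806, had a female-only H3K27Me3 region of 1.80 kb, from 81999001 to 82000799, and shared regions of H3K27Ac and H3K4Me1.

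Ikzf3, a lymphocyte transcription factor on the minus strand of chromosome 11 from 98326216 to 98407345, carried H3K27Ac in XX ES cells only. The female-only H3K27Ac regions run from 98330001 to 98334199, toward the 3′ end, and from 98412201 to 98413199, upstream of the gene and over the start of Zpbp2. The male list has a male-only H3K27Me3 region from 98327601 to 98333399 at the 3′ end and another from 98357401 to 98363999. Female-only H3K27Me3 regions run from 98349801 to 98352599 and from 98390201 to 98398999, and 4 of the 5 female H3K4Me1 regions were female-only. The H3K27Me3 region at the 5′ end was shared. These genes were named by the paper, and no test was made of single regions.

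**Figure D2:**
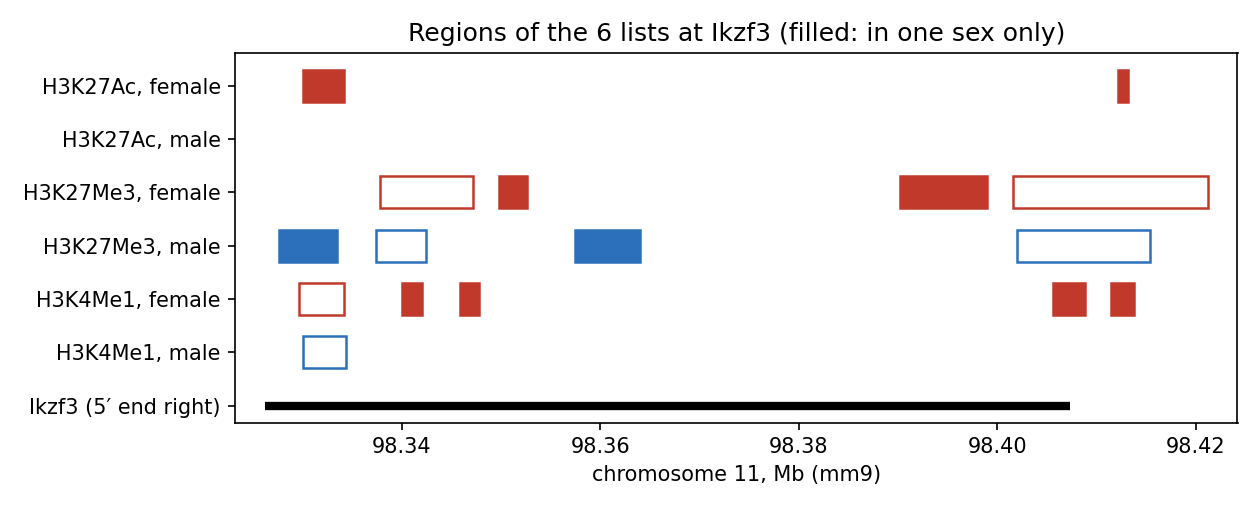
Regions of the 6 lists that overlap Ikzf3 or lie within 5 kb of one of its TSSs, along chromosome 11 in Mb (mm9), for female (red) and male (blue) ES cells. Filled boxes are regions in 1 sex only, open boxes are shared, and the black bar is the gene with its 5′ end to the right. H3K27Ac has 2 filled boxes in the female row and none in the male row.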

We used Ingenuity Pathway Analysis to identify enrichment of biological network components in the sex-specific gene signatures in the adult heart. The top canonical pathways differed between male and female cardiac cells (Additional file 14: Datasets S7 and S8). Cardiovascular disease was the top disease association and cardiovascular system development and function was one of the top networks in importance for females, but surprisingly, cancer was the top disease association as well as the top network for males. Regulatory component analysis predicted distinct upstream regulatory factors for the male and female expression patterns. For example, Tp53, Nr3c2, and Tbx5 were among the top transcriptional regulators for female cells, whereas Ncor1 and Smad3 were identified for male cells.

### Conserved sex-biased expression between mouse and human hearts

We compared sex-biased genes in adult heart ventricles between mouse and human. Differentially expressed genes between male and female human hearts were obtained from DeMeo et al., in which expression from the GTEx portal was stratified by sex [4]. There are 70 and 328 genes that are enriched in females and males, respectively, in both mouse and human (Additional file 15: Dataset 9). Among these are TFs Bhlhe40, Tcf15, Npas3, and Mafa, which are enriched in female hearts. Males show higher levels of Ehf, Etv1, Foxk1, Ikzf2, Meis2, and Tbx20, among others and of EREs Hat1, Cdyl, and Rad54l2.

### There is sex-biased expression at specific developmental time points for important cardiac regulators

To query temporal changes in sex-biased expression profiles, we compared differential expression from ES cells (our data), embryonic and neonatal hearts, and adult cardiac myocytes [44]. Figure 8 and Tables 2 and 3 show sex-biased expression of TFs and EREs at each stage of heart development. Several different patterns can be visualized. Some genes encoding TFs and EREs are only expressed at one stage and others across several stages. For the latter group, there are subsets of genes that either maintain, acquire, lose, or even reverse their bias. A distinct group of genes, for example, *Carhsp1* (male-biased) and *Bhlhe40* (female-biased), display sex differences before gonad formation and the appearance of sex hormones. Our data also reveals sex disparities in expression that only become apparent in neonates and adults, suggesting that these respond, at least in part, to hormonal differences.

**Fig. 8:**
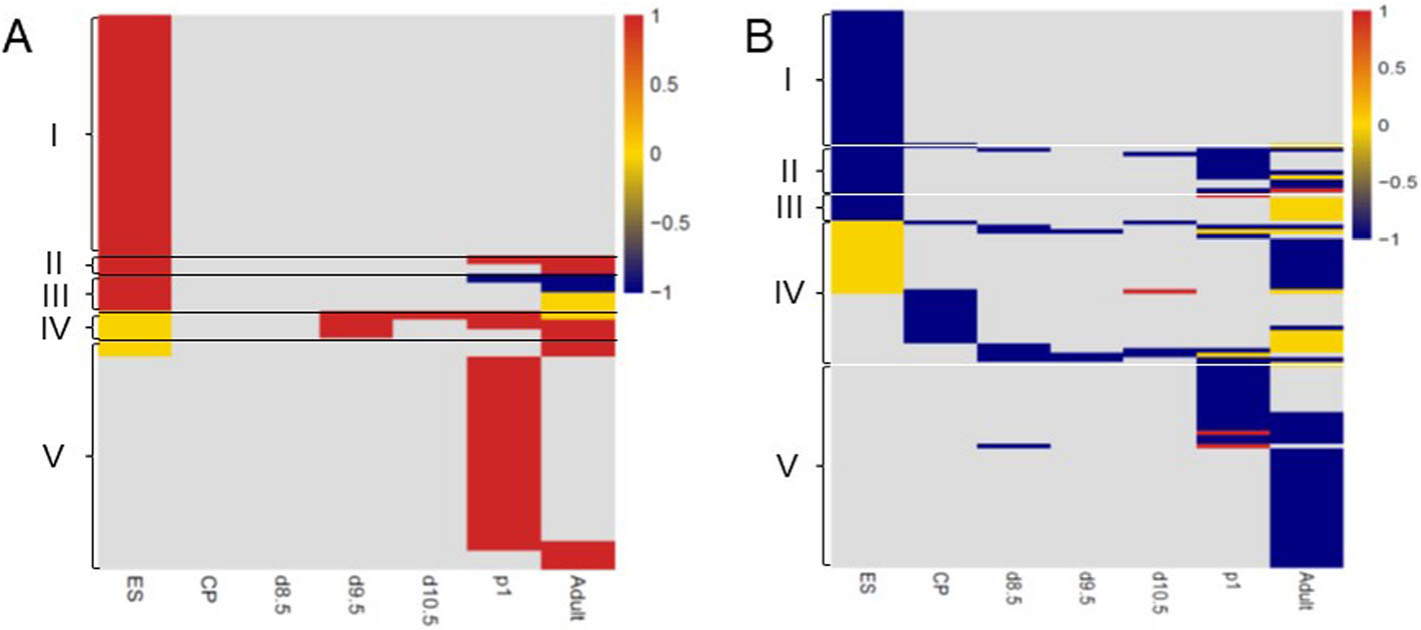
Expression of sex-biased transcription and epigenetic factors throughout development. Schematic heatmap representation of Tables 2 (**a**) and 3 (**b**) indicating expression and sex biases of transcription and epigenetic factors at each time point. Data was compiled from **a** female and **b** male ES cells, derived cardiac precursors (CP), hearts from 8.5, 9.5, and 10.5 days post coitum (dpc) embryos, neonates (p1), and adult mice (Ad). Each row is a specific transcription or epigenetic factor, with a total of 60 for females and 61 for males; the color denotes expression detected and enrichment in XX (red), XY (blue), or not biased (yellow). Group I: biased in ES cells, not expressed thereafter; groups II, III: biased in ES cells and same (II) or different (III) bias at other stages; group IV: biased after implantation but before gonadogenesis; group V: biased only after gonadogenesis

**Table 2:** Female-biased expression of transcription and epigenetic factors

Transcription factors and epigenetic remodelling enzymes	ES	CP	8.5	9.5	10.5	p1	Adult	Chr	Name
Hmgb3	XX							X	High mobility group box 3
Dmrtb1	XX							4	DMRT-like family B with proline-rich C-terminal, 1
Hoxb9	XX							11	Homeobox B9
Hoxc8	XX							15	Homeobox C8
Klf8	XX							X	Kruppel-like factor 8
Mitf	XX							6	Melanogenesis associated transcription factor
Prdm14	XX							1	PR domain containing 14
Rhox1	XX							X	Reproductive homeobox 1
Sohlh2	XX							3	Spermatogenesis and oogenesis specific basic helix-loop-helix 2
Spic	XX							13	Serine (or cysteine) peptidase inhibitor, clade B, member 6c
Tbx15	XX							3	T-box 15
Zeb1	XX							18	Zinc finger E-box binding homeobox 1
Zfp182	XX							X	Zinc finger protein 182
Zfp275	XX							X	Zinc finger protein 275
Zfp449	XX							X	Zinc finger protein 449
Zfp59	XX							7	Zinc finger protein 59
Zxdb	XX							X	Zinc finger, X-linked, duplicated B
Mecp2	XX							X	Methyl CpG binding protein 2
Nkap	XX							X	NFKB activating protein
Ogt	XX							X	O-linked N-acetylglucosamine (GlcNAc) transferase
Top2b	XX							14	Topoisomerase (DNA) II beta
Trim16	XX							11	Tripartite motif-containing 16
Zmym3	XX							X	Zinc finger, MYM-type 3
Apobec2	XX							17	Apolipoprotein B mRNA editing enzyme, catalytic polypeptide 2
Baz2b	XX							2	Bromodomain adjacent to zinc finger domain, 2B
Prrx1	XX	XX						1	Paired related homeobox 1
Kdm6a	XX					XX	XX	X	Lysine (K)-specific demethylase 6A
Lbh	XX						XX	17	Limb-bud and heart
Meis2	XX						XY	2	Meis homeobox 2
Zfp9	XX						XY	6	Zinc finger protein 9
Aff2	XX					XX	nb	X	AF4/FMR2 family, member 2
Atrx	XX					XY	nb	X	ATRX, chromatin remodeler
Arid1b	nb			XX	XX		nb	17	AT rich interactive domain 1B (SWI-like)
Bhlhe40	nb			XX			XX	6	Basic helix-loop-helix family, member e40
Zfp51	nb			XX			XX	17	Zinc finger protein 51
Klf15	nb						XX	6	Kruppel-like factor 15
Mafk	nb					XX	XX	5	v-Maf musculoaponeurotic fibrosarcoma oncogene family, protein K (avian)
Aff3	nb	XX		XX		XX	XY		AF4/FMR2 Family Member 3
Heyl						XX		4	Hairy/enhancer-of-split related with YRPW motif-like
Hopx						XX		5	HOP homeobox
Dlx1						XX		2	Distal-less homeobox 1
Rsl1						XX		13	Regulator of sex limited protein 1
Zbtb45						XX		7	Zinc finger and BTB domain containing 45
Zfp282						XX		6	Zinc finger protein 282
Zfp472						XX		17	Zinc finger protein 472
Zfp498						XX		5	Zinc finger and SCAN domain containing 25
Zfp758						XX		17	Zinc finger protein 758
Zkscan14						XX		5	Zinc finger with KRAB and SCAN domains 14
Zkscan6						XX		11	Zinc finger with KRAB and SCAN domains 6
Nat10						XX		2	N-acetyltransferase 10
Senp3						XX		11	SUMO/sentrin specific peptidase 3
Setmar						XX		6	SET domain without mariner transposase fusion
Sirt7						XX		11	sirtuin 7
Suv39h2						XX		2	suppressor of variegation 3-9 2
Bard1						XX		1	BRCA1 associated RING domain 1
Cbx2						XX		11	Chromobox 2
Cbx7						XX		15	Chromobox 7
Rcc1						XX		4	Regulator of chromosome condensation 1
Nkx2-5						XX	XX	17	NK2 homeobox 5
Irf4							XX	13	Interferon regulatory factor 4
Cecr2							XX	6	CECR2, histone acetyl-lysine reader

*ES* embryonic stem cells; *CP* cardiac precursors; 8.5, 9.5, 10.5 days post coitum (dpc) embryonic hearts (single cell); *p1* neonatal hearts; *Chr* chromosome; *empty cells* expression not detected; *nb* expressed but not biased

**Table 3:** Male-biased expression of transcription and epigenetic factors

Transcription factors and epigenetic and remodelling enzymes	ES	CP	8.5	9.5	10.5	p1	Adult	Chr	Name
Egr4	XY							6	Early growth response 4
Cdx1	XY							18	Caudal type homeobox 1
E2f7	XY							10	E2F transcription factor 7
Eomes	XY							9	Eomesodermin
Evx1	XY							6	Even-skipped homeobox 1
Foxi3	XY							6	Forkhead box I3
Foxp4	XY							17	Forkhead box P4
Insm1	XY							2	Insulinoma-associated 1
Lin28a	XY							4	Lin-28 homolog A (C. elegans)
Mesp1	XY							7	Mesoderm posterior 1
Mixl1	XY							1	Mix1 homeobox-like 1 (Xenopus laevis)
Nr6a1	XY							2	Nuclear receptor subfamily 5, group A, member 1
Pou2f3	XY							9	POU domain, class 2, transcription factor 3
Sox11	XY							12	SRY (sex determining region Y)-box 11
Sp5	XY							9	Per-hexamer repeat gene 4
Sp8	XY							12	Trans-acting transcription factor 8
T	XY							17	Brachyury, T-box transcription factor T
Tcf7	XY							11	Transcription factor 7, T cell specific
Wiz	XY							17	Widely-interspaced zinc finger motifs
Ybx2	XY							11	Y box protein 2
Zglp1	XY							9	Zinc finger, GATA-like protein 1
Dnmt3b	XY							2	DNA methyltransferase 3B
Dnmt3l	XY							10	DNA (cytosine-5-)-methyltransferase 3-like
Phc1	XY							6	Polyhomeotic 1
Plac8	XY							5	Placenta-specific 8
Tdrd5	XY							1	Tudor domain containing 5
Bahcc1	XY							11	BAH domain and coiled-coil containing 1
Kdm6c	XY	XY	XY	XY	XY		XY	Y	Ubiq.transcribed tetratricopeptide repeat gene, Y chr
Bcl6b	XY	XY					nb	11	B cell CLL/lymphoma 6, member B
Irf8	XY	XY					nb	8	Interferon regulatory factor 8
Arid1a	XY	XY						4	AT rich interactive domain 1A (SWI-like)
Lef1	XY		XY			XY	XY	3	Lymphoid enhancer binding factor 1
Tbx20	XY	XY			XY	XY		9	T-box 20
Smarcd1	XY					XY		15	SWI/SNF related, matrix assoc., actin-dep. reg. of chromatin d1
Zbtb7a	XY					XY		10	Zinc finger and BTB domain containing 7a
Hif3a	XY	XY				XY		7	hypoxia inducible factor 3, alpha subunit
Nfkb2	XY					XY	XY	19	nuclear factor of κ light polypeptide enhancer B cells 2, p49/p100
Pbx2	XY					XY	nb	17	Pre B cell leukemia homeobox 2
Prdm6	XY						XY	18	PR domain containing 6
Id2	XY						XY	12	Inhibitor of DNA binding 2
Dot1l	XY					XY	XX	10	DOT1-like, histone H3 methyltransferase (S. cerevisiae)
Zfp296	XY					XX		7	Zinc finger protein 296
Gata4	XY						nb	14	GATA binding protein 4
Mycn	XY						nb	12	v-myc avian myelocytomatosis related og, neuroblastoma derived
Hdac5	XY						nb	11	Histone deacetylase 5
Nfxl1	XY						nb	5	Nuclear transcription factor, X-box binding-like 1
Pax6	nb	XY						2	Paired box 6
Brd4	nb	XY					nb	17	Bromodomain containing 4
Carhsp1	nb		XY			XY	XY	16	Calcium regulated heat stable protein 1
Csde1	nb		XY	XY		nb	nb	3	Cold shock domain containing E1, RNA binding
Mef2d	nb					XY		3	Myocyte enhancer factor 2D
Atf5	nb						XY	7	activating transcription factor 5
Bach2	nb						XY	4	BTB and CNC homology, basic leucine zipper transcription factor 2
Cdc5l	nb						XY	17	Cell division cycle 5-like (S. pombe)
Crebzf	nb						XY	7	CREB/ATF bZIP transcription factor
Gm13139	nb						XY	4	Zinc finger protein 991
Hmgb1	nb						XY	2	Predicted gene, 21596
Hmgb2	nb						XY	8	High mobility group box 2
Klf10	nb						XY	15	Kruppel-like factor 10
Nfic	nb						XY	10	Nuclear factor I/C
Nfkb1	nb						XY	3	Nuclear factor of κ light polypeptide enhancer in B cells 1, p105
Pias2	nb						XY	18	Protein inhibitor of activated STAT 2

*ES* embryonic stem cells; *CP* cardiac precursors; 8.5, 9.5, 10.5 days post coitum (dpc) embryonic hearts (single cell); *p1* neonatal hearts; *Chr* chromosome; *empty cells* expression not detected; *nb* expressed but not biased

Thirty-six genes have conserved sex-biased expression in ES cells and adult hearts. Of those, six genes are more highly expressed in females at both stages, four of which are X-linked. Interestingly, only one of the X-linked genes has been previously described as escaping X chromosome inactivation (XCI) (*Kdm6a*) [54]. Thirty genes are male-biased in both ES cells and adult cardiomyocytes, including the three transcription factors *Nfkb2*, *Lef1*, *Id2*, and the epigenetic enzymes *Uty* and *Prdm6.*

Some genes expressed at early stages are still expressed in neonates or adults but lose their sex differences or even exhibit reversals in sex biases. In females, the X-linked *Aff2* and *Atrx* lose their bias, which likely reflects dosage compensation after X chromosome inactivation in female cells. However, *Meis2* and *Zfp9* switch to male-biased expression in adults (Table 2). Seven male-biased genes, including *Irf8*, *Pbx2*, *Gata4*, and *Hdac5*, which exhibit higher expression in male ES cells, become equally expressed in adult hearts of both sexes. *Dot1l* and *Zfp296* reverse their bias and are more highly expressed in females at later stages (Table 3).

We also find several genes that are not expressed differentially in male and female ES cells and later acquire a sex bias. These are good candidates for genes regulated by hormonal factors, although *Esr1*, the only estrogen receptor expressed in the heart, is not differentially expressed between males and females. RNA encoding the androgen receptor is also not sex-biased in the adult heart, suggesting that hormonal regulation depends on other co-factors and/or differential chromatin environment of the target genes.

To further explore the role TFs expressed in early development have at later stages, we identified binding sites for Lef1 and Zeb1 within the regulatory regions of genes differentially expressed between male and female cardiomyocytes. *Lef1* is enriched in male ES cells, 8.5 dpc embryonic hearts, and in neonatal and adult hearts. Genes that harbored *Lef1* binding motifs included other TFs that are also male-biased in ES cells, such as *Mixl1*, *Mesp1*, *Irf8*, and *Tbx20*, but also genes that are only later expressed in the adult heart, such as *Gata5* and *Foxo6*, which are also male-enriched (Fig. 9a). *Zeb1* is enriched in female ES cells and not detected at later stages, but its cognate motifs are present in genes that are female-biased in adult heart, such as *Cecr2* and *Nkx2-5* (Fig. 9b). These results suggest that TFs expressed in early development may determine sex-biased gene expression at later stages.

**Fig. 9:**
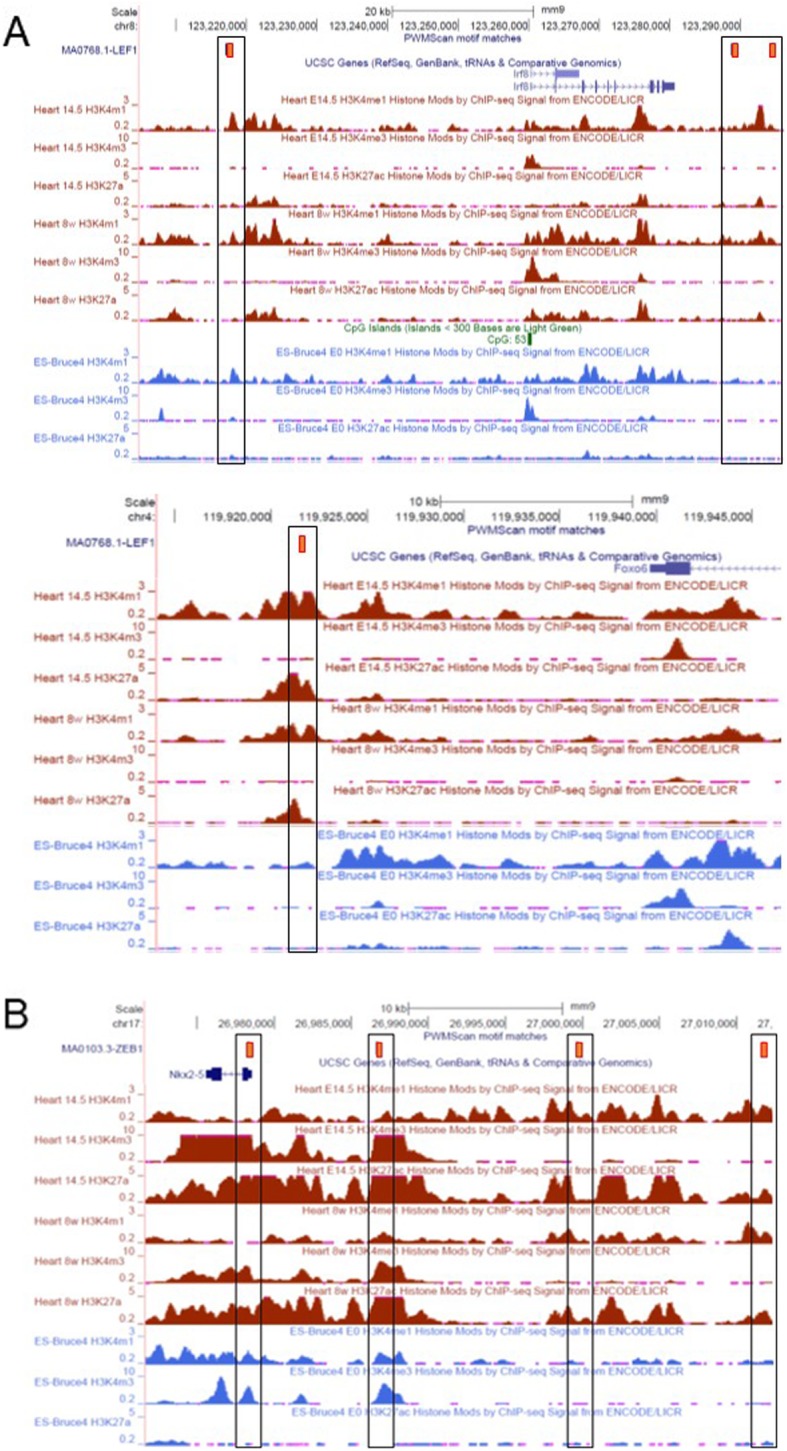
UCSC browser screenshots of genes regulated by sex-biased transcription factors (TFs). Custom tracks show TF binding sites for (**a**) Lef1 (male-biased) and (**b**) Zeb1 (female-biased) for genes that share the same bias with the TFs, with the binding sites denoted as orange bars. Also shown are the histone modification profiles for ES cells and 14.5 dpc and adult hearts, highlighting active histone marks coinciding with TF binding sites

## Discussion

This study challenges the expectation that sex biases in gene regulation are non-existent during early mammalian development. Although sex determination has been traditionally associated with processes leading to distinct reproductive systems in males and females, we show that sex biases appear soon after fertilization and may have sex-specific repercussions during organogenesis, some of which persist in adults. In the absence of time-series experiments from pre-implantation embryos throughout lineage determination and organogenesis, we capitalized on our own data and a series of previously published RNA-seq datasets.

### Gene co-expression network analysis identifies Prdm14 as a key determinant of sex-biased gene expression in ES cells

Previous reports have identified thousands of genes differentially expressed in male and female ES cells and pre-implantation embryos in rodents, bovine, primates, and humans [21–24, 54–59]. In this work, we asked whether sexual dimorphism is detectable at the molecular level of gene expression and enriched in protein-protein interaction networks in early development. Both WGCNA and PPI networks revealed that important modules associated with sex are enriched in genes with *Prdm14* cognate binding sites and are *Prdm14* target genes.

*Prdm14* is important for pluripotency in ES cells [49, 52] and is a key regulator of primordial germ cell specification [60, 61]. In contrast to other PRDM family members, Prdm14 does not exhibit histone methyltransferase, but has been shown to partner with enzymes that catalyze post-translational modification of histones [49]. In fact, as seen in our ChIP-seq data, male and female ES cells have differential chromatin modifications, some of which are associated to *Prdm14* occupancy at regulatory sequences. In addition, Prdm14 binding is found in promoters or neighboring regions of genes that are not expressed in ES cells. Thus, epigenetic marks established in pre-implantation stages can potentially result in sex-biased gene expression later in development.

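Differences between the lists of XX and XY ES cells were stronger on the X chromosome than on the autosomes for H3K27Me3 and H3K4Me1. For H3K27Me3, 264 of the female and 148 of the male regions were X-linked, an odds ratio of 1.46 against the autosomes (95% interval 1.19 to 1.79, two-sided Fisher's exact test, p = 2.2e-04, adjusted p = 3.3e-04 over 3 marks). For H3K4Me1 the numbers were 582 and 338, an odds ratio of 1.53 (1.34 to 1.75, p = 4.5e-10, adjusted p = 1.3e-09, Fisher's exact test). For H3K27Ac they were 993 and 793, an odds ratio of 1.14 (1.04 to 1.25, p = 0.00697 with and without adjustment, Fisher's exact test). Among sex-only regions the odds ratios were 2.17 for H3K27Ac, 1.54 for H3K27Me3 and 3.60 for H3K4Me1 (adjusted p = 7.9e-09, 0.00576 and 3.6e-20, Fisher's exact test). On the Y chromosome H3K27Ac had 6 regions in the female and 6 in the male list, 4 of each shared, and the male lists held 13 H3K27Me3 and 3 H3K4Me1 regions against 0 in the female lists. At Uty, a Y-linked gene, H3K27Ac from 580601 to 582599 and H3K4Me1 from 576001 to 581599 were male-only.

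When the longer female H3K27Ac list was reduced to its widest regions, as many as in the male list, the odds ratio turned to 0.934 for all H3K27Ac regions (adjusted p = 0.187, Fisher's exact test) and to 0.806 for sex-only ones (adjusted p = 0.0250, same exact test). The ratios of the other marks kept their direction. Prdm14 occupancy was not analysed here.

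**Figure D3:**
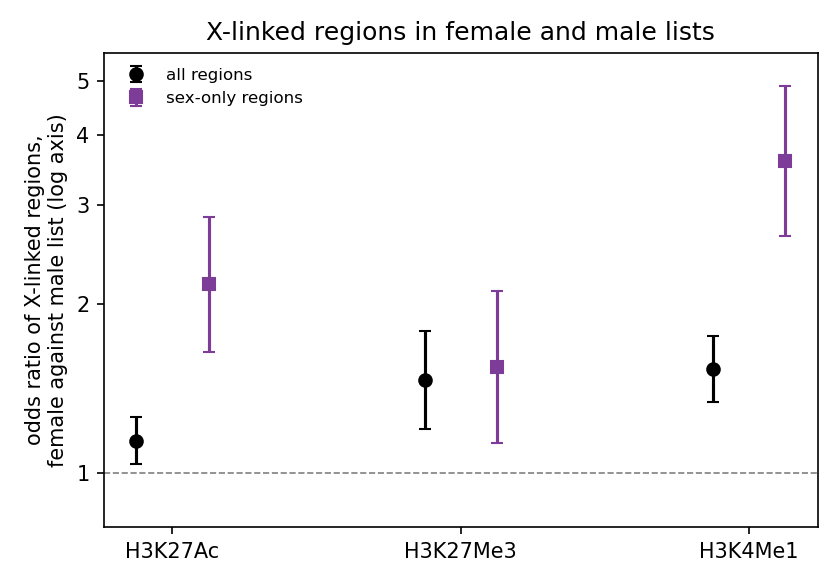
Odds ratio of X-linked against autosomal regions, female against male list, for all regions (black circles) and sex-only regions (purple squares) of each mark, on a log axis. Bars are 95% intervals from counting error only and the dashed line marks equal odds. The highest is that of sex-only H3K4Me1 regions at 3.60, and all 6 lie above 1 when the lists are used whole.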

*Prdm14* expression is downregulated after differentiation of male and female ES cells and after implantation in vivo. However, female ES cells are developmentally delayed relative to male cells due to the process of X chromosome inactivation (XCI) [56]. Consequently, they are exposed to higher *Prdm14* levels for a longer period, which could lead to the establishment of female-specific epigenetic marks. In fact, we previously reported that a *Prdm14*-responsive enhancer exhibited higher activity in female ES cells, strongly suggesting that *Prdm14* target gene levels are dosage-sensitive [24]. In addition, it is possible that a subset of genes regulated by *Prdm14* is distinct in male and female ES cells. This is also true of any dose-dependent TF or ERE with sex-biased expression. Therefore, future ChIP-seq studies for TFs and chromatin modifications performed in a sex-stratified manner should allow us to distinguish between these possibilities.

Our studies also show that there are factors in addition to *Prdm14* that regulate sex-biased gene expression. For example, X-linked genes that are expressed from the two active X chromosomes, such as *Atrx*, *Kdm6a*, and *Klf8*, are strong candidates for involvement in sex-biased expression. However, autosomal factors, such as *Lef1* and *Zeb1*, could be involved as well. In theory, TFs that are not sex-biased could also be important for differential gene expression and according to our network analysis (WGCNA), there are a host of other TFs and EREs that are significantly correlated with sex such as Arid3b, Smad4, Jarid2, and Kdm8. For regulatory factors that are not sex-biased per se, their cognate sites could present different accessibility in male and female cells or there could be differential availability of their co-factors.

### Differentiated ES cells exhibit sex-biased gene expression

Differentiation of male and female ES cell lines into cardiac precursors drastically changed the transcriptional profile of the cells, but we still detected sex-biased expression. Most X-linked genes were expressed equally between male and female cells due to the process of XCI, but unexpectedly, four were more highly expressed in male cells, suggesting that there is male-specific regulation of some X-linked genes. Some of the sex differences in gene expression could represent the slight developmental delay of the female cells. Yet some expression differences observed in ES cells persist in the adult heart, suggesting that these are independent of developmental stage and are integrating *bona fide* sex-specific regulatory networks.

While the protocol we used for differentiation of ES cells into cardiac precursors has been derived from the extensive knowledge on cardiogenesis in vivo [41], the in vitro derivation of cardiac progenitors lacks other factors, such as spatial context, that are important for proper organ formation. For example, during heart development in vivo, multiple cell types, including transient populations, interact in three dimensions and receive input from surrounding tissues. However, single-cell analyses of early cardiac stages have pinpointed that cardiac progenitors derived from ES cells have a transcriptome corresponding to 9.5 dpc single-cell cardiomyocytes[43], a stage in which fibroblasts are not yet apparent. Thus, differentiated ES cells serve as a close approximation of the early stages of heart development.

### Sex-biased gene expression exists at every stage during cardiac development

To determine whether the sex biases in differentiated ES cells are present in vivo, we inspected previously published data from specific stages during heart development. Single-cell assessment of transcriptional profiles in early stages of cardiogenesis has allowed detailed analysis of the step-wise specification of cardiac progenitors, but the available data are not stratified by sex. For each sample, we genotyped for sex and re-analyzed these data and observed sex-biased expression across all the available stages of heart development. We also observed short bursts of sex-biased expression of regulatory factors at single stages, raising the question of whether these are capable of encoding persistent dimorphisms. In addition, we show that some genes equalize their expression, while others become biased in the opposite direction, which raises important questions on the mechanisms by which these events occur.

We recognize several caveats in this study. First, compiling datasets from different reports presents challenges because of the different experimental designs. Our own data is from ES cells in culture subjected to a directed differentiation protocol that only partially recapitulates the complex processes in vivo. Second, the single-cell RNA-seq data from embryonic and neonatal hearts, while useful for distinguishing cell populations, is necessarily incomplete. Currently, single-cell RNA-seq only detects a fraction of the transcriptome, with a bias towards high expression transcripts, which excludes many TFs that are expressed at relatively low levels.

Systems-level analyses have yielded valuable information on the correlations between congenital heart disease and their developmental origins [62, 63]. Transcriptomic data for early developmental stages is sparse, however. Nevertheless, the currently available datasets reveal sex-biased expression at every stage and suggest novel hypotheses for future mechanistic studies. Our analyses also open questions on how the fluctuations in sex-biased expression are regulated, how they are reflected in epigenetic differences between male and female cells, and how widely these occur in other tissues during embryogenesis. Our data also serves as a platform to identify the role of sex hormones in countering or compounding sex biases. Future studies will enable dissection of the effects of sex chromosomes and hormonal influence on sexual dimorphism. Ultimately, expanding developmental studies will allow us to connect early sexual dimorphism to the sex biases that occur in adult health and disease.

## Conclusions

The ability to profile transcriptomes has heightened interest in sex-biased gene expression, especially after recent reports that show substantial differences between males and females in humans and other animal models, even in organ systems that are overtly identical [4, 5, 44, 64]. The focus on adult tissues reflects a broadly held assumption that sex-biased expression is unimportant during early embryogenesis, during which critical lineage decisions are made, and that sex-specific selection only operates after the reproductive interests of the sexes have diverged [65]. In non-mammalian species, however, there is evidence that sex biases at the transcriptomic level occur throughout development [17, 66]. Here, we address a major gap in developmental studies by detecting sex-biased expression during mouse cardiac development. Our data strongly suggest that some of the differences in transcriptomic profiles in adult hearts may be established epigenetically before the appearance of sex hormones. Our observations open the field to explore the timing and extent of sex-specific transcriptional and epigenetic profiles in other organ systems and their relevance to sexual dimorphisms in adult health and disease.

## Additional files

Additional file 1: **Table S1.** List of antibodies used for ChIP-seq

Additional file 2: **Table S2.** Accession and metadata of all samples analyzed in this study

Additional file 3: **Dataset S1.** Genes in blue/violet module eigengene

Additional file 4: **Dataset S2.** Ingenuity Pathway Analysis Upstream Regulators

Additional file 5: **Dataset S3.** Topology analysis for protein-protein interaction networks

Additional file 6: **Figure S1.** Modularity in male and female ES cell protein-protein interaction networks (JPG 50 kb)

Additional file 7: **Dataset S4.** Gene ontology for protein-protein interaction networks

Additional file 8: **Figure S2.** qPCR of markers before and after ES cell differentiation (JPG 38 kb)

Additional file 9: **Dataset S5.** Differentially expressed genes in male and female cardiac precursors

Additional file 10: **Figure S3.** Male-enriched genes after differentiation of ES cells. UCSC browser screen shots with tracks denoting Prdm14 occupancy (track obtained from Ma et al.) (JPG 41 kb)

Additional file 11: **Dataset S6.** Sex Biases in Single Cell Data

Additional file 12: **Figure S4.** Modularity in protein-protein interaction networks (JPG 114 kb)

Additional file 13: **Figure S5.** Differentially expressed genes in adult male and female hearts (JPG 113 kb)

Additional file 14: **Datasets S7 and S8.** Ingenuity Pathway Analysis for sex-biased genes in adult heart

Additional file 15: **Dataset S9.** Sex-biased Genes Shared between Human and Mouse Adult Hearts

## Data Availability

Data generated has been deposited in GEO: GSE90516. Data from other reports and their supplementary information files was also analyzed: Li G, Xu A, Sim S, Priest JR, Tian X, Khan T, Quertermous T, Zhou B, Tsao PS, Quake SR *et al*: **Transcriptomic** Profiling Maps Anatomically Patterned Subpopulations among Single Embryonic Cardiac Cells. *Dev Cell* 2016, 39(4):491-507. GSE76118 DeLaughter DM, Bick AG, Wakimoto H, McKean D, Gorham JM, Kathiriya IS, Hinson JT, Homsy J, Gray J, Pu W *et al*: Single-Cell Resolution of Temporal Gene Expression during Heart Development. *Dev Cell* 2016, 39(4):480-490. Obtained from the author. Li B, Qing T, Zhu J, Wen Z, Yu Y, Fukumura R, Zheng Y, Gondo Y, Shi L: A Comprehensive Mouse Transcriptomic BodyMap across 17 Tissues by RNA-seq. *Sci Rep* 2017, 7(1):4200. PRJNA375882

## Abbreviations

EREs: Epigenetic and remodeling enzymes
ES cells: Embryonic stem cells
FPKM: Fragments per kilobase of exon per million reads mapped
GS: Gene significance
LIF: Leukemia inhibitory factor
ME: Module eigengene
MS: Module significance
PPIs: Protein-protein interaction networks
TFs: Transcription factors
TO: Topology overlap
WGCNA: Weighted gene co-expression network analysis
XCI: X chromosome inactivation

How the deposited data were processed for this re-analysis (not part of the article)

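The ChIP-seq of this study measured 3 histone modifications, H3K27Ac, H3K27Me3 and H3K4Me1, in female (XX) and male (XY) mouse ES cells. The labels name 2 lines of each sex for each mark and 1 IgG and 1 input library per sex, 16 samples in all. The authors aligned the reads to mm9 and deposited 1 list of enriched regions per sex and mark, 6 in all, as coordinates alone. The lists hold no count, score or signal, so the only values are the position and width of each region, in base pairs. The methods name Bowtie2 and Bedtools, and the submitters' processing notes name Bowtie, deepTools and mm9. The program that called the regions, its threshold, its use of the IgG and input libraries and the way the lines of a sex were combined are not given in the sources used here. All regions start and end on a grid of 200 bp. No list was left out and no column of the lists was left unused. The IgG and input libraries have no list of their own. The read depth of each library cannot be seen in a list of regions, so the precision of a region's presence is unknown, and a shallower library or a stricter threshold gives a shorter list.

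Each list stands for 1 sex and 1 mark, without replicates, so no SD, standard error or test between sexes was computed. Tests were made over regions, genes or windows, which are not replicates, and describe the lists. Regions of the same mark were counted as shared where they overlapped by at least 1 bp, and the share of each list is given with an exact binomial 95% interval. The share that chance gives was taken from 1000 random circular shifts of the other list within each chromosome, leaving out the first 3 Mb, with a smallest two-sided p of 0.0020. Widths were compared by their ranks within a list with 100000 resamples. Regions with a mark in 1 list only were counted at merged H3K4Me1 stretches and at genes and compared by McNemar's exact test, and the chromosomes by Fisher's exact test, all two-sided. Adjusted p-values follow Benjamini and Hochberg at a false discovery rate of 0.05, over the 3 marks, the gene lists of a mark or the windows of a list. Sex-only regions were counted in windows of 1 Mb with at least 5 regions. For the loci of Fig. 4, 10000 random windows of the same length on the same chromosome gave the background.

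Gene models came from GENCODE M1 on NCBIM37, which is the same assembly as mm9, with 37273 genes, 22367 of them protein-coding, and 95458 transcripts on 21 chromosomes. A gene was said to carry a mark where a region lay within 5 kb of any of its TSSs or over its body, and gene starts in the manner of Fig. 3 were taken within 2 kb. Whether a stretch lay near any TSS was taken from protein-coding genes alone. The same holds for whether a region held a TSS or lay in an intron or between genes. Gene lists were the regulators of Tables 2 and 3, the sex-biased network genes of Dataset S3, the genes the paper names for histone marks, pluripotency regulators, polycomb-bound developmental regulators, cardiac transcription factors, DNA methylation enzymes, genes of the X-inactivation locus and genes that escape it, Y-linked genes, imprinted genes, fibroblast markers for the feeder cells, and housekeeping genes. The text names every gene the paper names for histone marks, every gene drawn in Fig. 4 or Fig. 9 with an annotation, members of Tables 2 and 3 with a sex-only region of any mark (up to 30 per mark in list order, apart from an item that is not reported here), every region in a drawn interval, of which the sex-only ones are given and many shared ones left out for length, and for each list the 5 widest sex-only regions and the 5 windows with the smallest p. The intervals of the figures were read by eye from their axes. These lists, the rule for named genes and the tests were fixed before the data were examined, apart from those named next.

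The following were chosen after seeing the data: gene starts within 2 kb, H3K4Me1 stretches over and within 5 kb of a TSS and their comparison by Fisher's exact test, stretches with H3K4Me1 in both lists, sex-only regions at single genes, the comparison of gene lists with all other protein-coding genes and of female-biased with male-biased network genes, windows that hold a sex-only region, the ratio of regions on the autosomes, and the test of male feeder cells on Y-linked genes. The alternatives tried were a reciprocal overlap of 50%, regions up to 1 kb apart counted as shared or merged, the widest 50% of each list, equal numbers of regions in both lists by width, autosomes alone, windows of 500 kb and 2 Mb, intervals widened by 50 kb, random windows on all autosomes or with a region of any list, and genes within 50 kb of a TSS. Overlap counts were checked against Bedtools 2.31.1, with 18 of 18 equal. The shift test was tested on simulated data, where 11 of 200 unrelated pairs of lists had a p of at most 0.05. Stretches of 50 bases of the regions on the Y chromosome were searched for perfect matches elsewhere in the assembly. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9. Prdm14 binding, RNA-seq and enhancer annotations of other studies were not used here.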

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

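The test of male feeder cells and the count of Y-linked genes it rests on were chosen only after the result was seen.

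With the lists used whole, X-linked regions differed between them more than autosomal ones for all 3 marks, by a test of that difference itself: the odds ratio, female against male list, was 1.14 for H3K27Ac, 1.46 for H3K27Me3 and 1.53 for H3K4Me1, and 2.17, 1.54 and 3.60 among sex-only regions. Longer female lists as a whole are argued against for H3K27Me3 and H3K4Me1, since with equal numbers of regions the odds ratios were 1.42 and 1.48, but not for H3K27Ac, where it turned to 0.934, and to 0.806 among sex-only regions (adjusted p = 0.0250, Fisher's exact test). GC content of the regions is argued against as the whole cause, since the lower 95% bound within strata of GC content was 1.22 for H3K27Me3 and 1.37 for H3K4Me1. A candidate explanation that stays open is the number of X copies, 2 against 1: among regions shared by both lists, the female to male width was 0.34 (log2) higher on the X than on the autosomes for H3K4Me1 and 0.46 higher for H3K27Me3 (two-sided permutation p = 1e-05, the smallest it can give), and 0.05 for H3K27Ac. More reads from 2 copies and more modified chromatin on each copy would both widen regions, so the biological difference between XX and XY cells stays untested.

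The female H3K27Ac list holds 6 regions on the Y chromosome, which the XX lines lack, a signal in data the paper does not discuss. Of 158 50-base stretches in these regions, 83.5% (95% exact binomial interval 76.8 to 89.0%) match the assembly perfectly off the Y. In the male H3K27Ac regions on the Y 60.2% do, with the 2 male-only regions lowest, at 5.13% over the start of Uty and 48.6%. In the 4 regions shared by both lists the match ran from 72.5 to 91.3% in the female and from 74.3 to 93.3% in the male list. Reads shared with other chromosomes may account for the female regions. Male feeder cells, which the methods pool with female ones and deplete before harvest, cannot be told apart from this: of 7 Y-linked genes only Uty is marked in the male list, and 0 of that 1 is marked in the female list, too few genes to decide.

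Male-only H3K27Ac regions carried H3K27Me3 in the female list at 22.0%, against 15.6% of shared H3K27Ac regions (odds ratio 1.52, Fisher's exact test, two-sided, p = 2.1e-16), a signal the paper does not report; of the 600 such male-only regions 423 had H3K27Me3 in both lists and 177 in the female list only, and female-only H3K27Ac regions carried H3K27Me3 in the male list at 13.1% against 12.9% of shared ones (odds ratio 1.02, Fisher's exact test, p = 0.721). Feeder cells would bring fibroblast markers. H3K27Ac at these lay in the male list only at Col1a1, Twist1, Twist2 and S100a4. It lay in the female list only at 0 markers (McNemar's exact test, p = 0.125). The male-only regions at Col1a1 and Twist1 carried H3K27Me3 in the female list, while those at Twist2, S100a4 and Fn1 did not. The paper reports low numbers of remaining feeder cells and does not expect them to skew its results. The feeder-cell explanation stays open.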

How the results depend on the processing

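The splits of H3K4Me1 stretches by distance from a TSS and by presence in both lists were chosen only after the result was seen. Of the values recomputed, 251 did not turn direction and kept their side of the threshold, or stayed near their first value. Another 56 moved, 6 turned direction and 1 lost its threshold. Where one changed, the cause was not tested. A count of female-only minus male-only members that went to or from 0 was not taken as turned. Within 50 kb of a TSS, H3K27Ac at the regulators of Table 3 went from 2 to 0. H3K27Me3 at the housekeeping genes went from 0 to 2. Shared regions ranged over the alternatives from 68.9 to 82.0% of female and 75.9 to 90.0% of male regions for H3K27Ac, from 40.2 to 65.6% and 49.2 to 78.5% for H3K27Me3, and from 58.4 to 81.6% and 66.1 to 87.7% for H3K4Me1. The H3K4Me1 ratio was 1.12 with regions up to 1 kb apart merged. With a reciprocal overlap of 50%, female-only and male-only regions numbered 8962 and 6278 (H3K27Ac), 11081 and 7685 (H3K27Me3), and 16384 and 11780 (H3K4Me1). Among the widest 50% of each list, female-only regions numbered 3627 (H3K27Ac), 3510 (H3K27Me3) and 4885 (H3K4Me1), and male-only ones 1627 (H3K27Me3) and 2809 (H3K4Me1). With equal numbers of regions, H3K27Ac regions numbered 4685 female-only and 4564 male-only, which equal lengths bring near each other by construction, and the X odds ratio of H3K27Ac was 0.934 for all and 0.806 for sex-only regions. Without the splits by distance and by presence in both lists, the ratio of female-only to male-only H3K27Ac at H3K4Me1 stretches ranged from 1.32 to 1.86. The lowest was with a reciprocal overlap, and it was 1.39 with equal numbers (2380 against 1717, McNemar's exact test, p = 3.6e-25). That of H3K27Me3 ranged from 1.54 with a reciprocal overlap to 2.54 among the widest 50%. In those splits, made on the whole lists only, the ratio ran from 1.45 to 2.17 for H3K27Ac and from 2.29 to 2.66 for H3K27Me3. Regions with H3K27Ac in the female list only and H3K27Me3 in the male list only numbered 82 among the widest 50%, and the odds ratio of H3K27Me3 at female-only against shared H3K27Ac regions, 1.02, turned to 0.985 with a gap of 1 kb and 0.995 among the widest 50%. Windows rich in sex-only regions depended on the setting: female H3K27Ac 0 among the widest 50%, 0 at 500 kb and 1 at 2 Mb, female H3K27Me3 1 at 2 Mb, male H3K27Me3 0 among the widest 50% and 0 at 500 kb, female H3K4Me1 3 among the widest 50%, and male H3K4Me1 0 among the widest 50%, 0 at 500 kb and 19 at 2 Mb. Within 50 kb of a TSS, members with the mark in the female list only minus those in the male list only turned to 1 for H3K27Ac at the regulators of Table 2 (from -1) and to 1 at the male-biased network genes (from -2), and H3K27Me3 at the male-biased network genes fell to 7 (adjusted p = 0.583, McNemar's exact test). With the drawn intervals, which were read by eye, widened by 50 kb, 12 values at these loci moved and 30 did not. No paired analysis was possible because the lists carry no line numbers. Leaving out each line in turn was not run because no list holds a single line. Read depth, which limits what a list can hold, is unknown for every list.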

Differences from the paper's values

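No test in this part was chosen after the result was seen, since it compares values alone. The results text of the paper gives 6 ES cell lines of each sex for the ChIP-seq (the paper's value), and the labels give 2 for each mark, as do the paper's methods. No alternative set before the data were examined bears on this number.

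Where the paper shows the H3K27Me3 site at Dnmt3l without H3K27Ac over the gene, both lists hold H3K27Ac over Dnmt3l, of 26.8 kb in female and 27.2 kb in male ES cells. The H3K27Me3 region itself is in the female list only, as in the paper. Where Fig. 4c shows H3K27Ac in female ES cells upstream of Hoxb9 without H3K27Me3, H3K27Me3 lies over the HoxB cluster in both lists, in regions of 139 kb and 144 kb, and the female H3K27Ac region at the drawn place is 1.60 kb wide and narrower than the box in the figure. At the site downstream of Mitf, H3K27Me3 lies in both lists beside the female H3K27Ac region, which is in the female list only, as in the paper.

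For Meis2 the paper states that no differential modification was detected, beside Prdm14 sites upstream and in the promoter; those sites were not analysed here, and the drawn interval is wider. The lists hold female-only regions in the drawn interval, 2 of H3K27Ac, 4 of H3K27Me3 and 2 of H3K4Me1, and 0 male-only regions. Among the widest 50% of each list 0 of H3K27Me3 are left and 1 of each of the other marks. The paper states the same for the surroundings of Ferd3l and Pou3f3, where H3K4Me1 is female-only at Ferd3l (2.20 kb) and male-only at Pou3f3 (6.00 kb), and H3K27Me3 is shared at both. For Nkx2-5, Lef1, Id2, Ikzf3 and Srebf2 the paper finds no differential modification apparent in the regions with Prdm14 occupancy in or near the promoters; those regions were not analysed here, and what follows covers whole genes. Id2 has no sex-only region here, and Nkx2-5 has 1 female-only H3K4Me1 region in the interval of Fig. 9b. Lef1 has 2 male-only H3K27Ac regions and 1 female-only H3K27Me3 region, 25.7, 42.1 and 85.3 kb from its nearest TSS. Srebf2 has 1 female-only H3K27Me3 region 21.3 kb from its nearest TSS. Ikzf3 has 2 female-only H3K27Ac regions, 4.52 and 4.86 kb from its nearest TSS, the latter over the start of Zpbp2. Ikzf3 also has 2 female-only and 2 male-only H3K27Me3 regions and 4 female-only H3K4Me1 regions.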

Other observations

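The count of regions on the autosomes, the counts of sex-only regions at single genes and the comparison of the fibroblast markers with all other genes were chosen only after the result was seen. Of the genes that hold ES cells in the pluripotent state, all 20 pluripotency regulators carried H3K27Ac in both lists, and H3K27Me3 lay at 8 in both, 1 in the female list only and 1 in the male list only. Sex-only regions at these genes were male-only for H3K27Me3 at Klf4, Esrrb, Tcfcp2l1, Nr5a2 and Prdm14 and female-only at Stat3 (McNemar's exact test, two-sided, p = 0.219, adjusted p = 0.750), and for H3K27Ac female-only at Esrrb, Tcfcp2l1 and Dppa4 and male-only at Stat3, and for H3K4Me1 female-only at Esrrb and Tcfcp2l1. The 23 polycomb-bound developmental regulators and the 15 cardiac transcription factors all carried H3K27Me3 in both lists, and H3K27Ac lay at 4 of each in both lists, with 2 developmental regulators in the female and 1 in the male list only. All 8 DNA methylation enzymes carried H3K27Ac in both lists, and H3K27Me3 lay at 3 in both and at 1 in the female list only. Of 12 housekeeping genes 11 carried H3K27Ac in both lists. Of 13 imprinted genes H3K27Ac was female-only at Dlk1 and H3K27Me3 male-only at H19. Of 11 genes of the X-inactivation locus or that escape it, H3K27Ac lay at 9 in both lists and in the male list only at Jpx and Ftx, and H3K27Me3 in the female list only at 2. Of 7 Y-linked genes only Uty was marked, in the male lists. The genes the paper names for histone marks, 13 in all, carried H3K27Me3 in both lists at 10. Of 14 fibroblast markers, which feeder cells would bring, H3K27Ac lay at 3 in both lists and in the male list only at Col1a1, Twist1, Twist2 and S100a4 (4 against 0, McNemar's exact test, p = 0.125; against all other protein-coding genes, Fisher's exact test, p = 0.0413, adjusted p = 0.459 over 15 tests), and H3K4Me1 in the male list only at 3 and in the female list only at 0 (McNemar's exact test, p = 0.250).

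The widest female-only H3K27Ac regions, on chromosomes 3 and 8, are tied at 17399 bp. That on chromosome 3, from 34602601 to 34619999, lies 53543 bp downstream of Sox2. That on chromosome 8, from 72061801 to 72079199, lies 15162 bp upstream of Gm7697. Others lie at Lima1, Kcnk5 and Epha4. Male-only H3K27Ac regions among the 5 widest lie at Nrarp, Foxa2 (14399 bp), Smad3, S100a3 with S100a4, and Tns3. The widest female-only H3K27Me3 region, on chromosome 6 from 114437001 to 114588599, is 151599 bp wide and lies 4550 bp upstream of Atg7, and others lie at A530032D15Rik, Dux, Speer4e and Gm1153. The widest male-only H3K27Me3 regions lie on the Y chromosome from 2847401 to 2902599, at Hjurp with Trpm8, on chromosome 16 from 3251801 to 3272999, and on the X from 121271401 to 121292399 and from 120112401 to 120132599. The widest sex-only H3K4Me1 regions lie at Gas8, Fcgr3, 2610305D13Rik, Stard8 and Gm13272 for the female list and at D1Pas1, Spred1, Gal3st2, Ube2d3 and on chromosome 16 from 97877601 to 97890799 for the male list.

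The window calls that follow depended on the setting. Calls for female H3K27Ac, male H3K27Me3 and male H3K4Me1 fell to 0 among the widest 50% of each list and at 500 kb. They came to 1, 3 and 19 in windows of 2 Mb. Windows rich in female-only H3K4Me1 numbered 7 at 1 Mb, 3 among the widest 50% and 5 at 500 kb. Whether these lie at the same places was not tested. Perfect matches elsewhere in the assembly were searched for regions on the Y chromosome only. Shared reads were therefore not tested for the other windows here or for the other widest sex-only regions above. In windows of 1 Mb, 12 of 14 female H3K27Ac regions on the X from 31000001 to 32000000 (Gm2863 and neighbours) were female-only (Fisher's exact test, adjusted p = 2.6e-04), and 10 of 13 on chromosome 12 from 23000001 to 24000000 (adjusted p = 0.00929, same exact test). In further windows, H3K27Ac regions female-only were 8 of 12 on chromosome 19 from 25000001, 10 of 18 on the X from 159000001 and 5 of 6 on the X from 30000001, none past the adjusted threshold (adjusted p = 0.249, 0.277 and 0.409, Fisher's exact test). No window of male-only H3K27Ac passed, with an adjusted p of 0.551 for each of the 5 smallest, on chromosome 2 from 167000001, 11 from 94000001, 8 from 124000001, 8 from 55000001 and 7 from 119000001 (Fisher's exact test). No window passed for female-only H3K27Me3 either way. The share was high on chromosome 10 from 116000001 (23 of 30, adjusted p = 0.0597), 13 from 65000001 (7 of 7, 0.474) and 1 from 181000001 (8 of 9, 0.510), and low on 18 from 37000001 (3 of 31, 0.195) and 4 from 41000001 (1 of 20, 0.335, Fisher's exact test for all 5). Male-only H3K27Me3 filled the windows on the X from 120000001 to 122000000, at 7 of 7 and 6 of 6 (adjusted p = 0.0222 and 0.0470, Fisher's exact test). On the Y from 1000001 to 3000000 the counts were 7 of 7 and 6 of 6. This was fixed beforehand, since the female H3K27Me3 list holds 0 regions on the Y. The 6 of 7 on chromosome 1 from 164000001 did not pass. Female-only H3K4Me1 was high on the X from 45000001 to 46000000 (14 of 20, near Smarca1 and Elf4) and from 160000001 to 161000000 (9 of 10), adjusted p = 0.00706 for both, Fisher's exact test, and on chromosome 13 from 66000001 and 15 from 73000001 (23 of 47 and 19 of 37), while it was low on 15 from 98000001 (0 of 40, adjusted p = 0.0236 for these 3, Fisher's exact test). Male-only H3K4Me1 was high on chromosomes 11 from 46000001 (5 of 5), 5 from 5000001 (7 of 10), 2 from 106000001 (9 of 17), 11 from 16000001 (6 of 8) and 11 from 65000001 (5 of 6), with an adjusted p of 0.0447 to 0.0492 (Fisher's exact test).

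Among genes drawn in Fig. 9a, Irf8 and Foxo6 carried no H3K27Ac in either list. In the interval of Irf8, H3K27Me3 was female-only from 123209801 to 123212999 and from 123243601 to 123246799 and male-only from 123216601 to 123218599, and H3K4Me1 female-only from 123275201 to 123280199 and male-only from 123205401 to 123211399, 1 bp from a female region. In that of Foxo6, H3K4Me1 was female-only from 119913401 to 119916199 and all other regions were shared.

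The female lists were longer for all 3 marks. The 2 X chromosomes of the female lines are argued against as the whole cause, since the female to male ratio over all autosomes was at least 1.098 for each mark, and so are regions split into more pieces, since the lowest ratio of stretches was 1.11. More sensitive detection in the female libraries, through depth or threshold, may contribute, and the female-only regions were at most 0.65 times as wide as shared ones. Male-only regions were narrower too, so this width does not tell the female lists apart, and the explanation stays open together with an untested difference between XX and XY cells.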
